# Pervasive sequence-level variation in the transcriptome of *Plasmodium falciparum*

**DOI:** 10.1093/nargab/lqac036

**Published:** 2022-05-17

**Authors:** Bruhad Dave, Abhishek Kanyal, D V Mamatharani, Krishanpal Karmodiya

## Abstract

Single-nucleotide variations (SNVs) in RNA, arising from co- and post-transcriptional phenomena including transcription errors and RNA-editing, are well studied in a range of organisms. In the malaria parasite *Plasmodium falciparum*, stage-specific and non-specific gene-expression variations accompany the parasite's array of developmental and morphological phenotypes over the course of its complex life cycle. However, the extent, rate and effect of sequence-level variation in the parasite's transcriptome are unknown. Here, we report the presence of pervasive, non-specific SNVs in the *P. falciparum* transcriptome. SNV rates for a gene were correlated to gene length (*r*}{}$ \approx$0.65–0.7) but not to the AT-content of that gene. Global SNV rates for the *P. falciparum* lines we used, and for publicly available *P. vivax* and *P. falciparum* clinical isolate datasets, were of the order of 10^–3^ per base, ∼10× higher than rates we calculated for bacterial datasets. These variations may reflect an intrinsic transcriptional error rate in the parasite, and RNA editing may be responsible for a subset of them. This seemingly characteristic property of the parasite may have implications for clinical outcomes and the basic biology and evolution of *P. falciparum* and parasite biology more broadly. We anticipate that our study will prompt further investigations into the exact sources, consequences and possible adaptive roles of these SNVs.

## INTRODUCTION

Fidelity in the transcription of DNA into RNA and the correct translation of mRNAs into proteins is crucial. Accurately made proteins produce ‘correct’ phenotypes and ensure that the cell survives. DNA mutations represent a significant source of variation in the flow of genetic information, and many affect phenotypes and become established as single-nucleotide polymorphisms (SNPs) in a given population of cells. For unicellular parasites, these SNPs are a conceivably essential way to adapt to life in their respective hosts over many generations. Proteomes are comparatively more robust to variations, but the transcriptional landscape provides much scope for diversification.

A previous body of work has shown an inherent heterogeneity in the gene-expression levels as well as copy-number variation (1) in *Plasmodium falciparum*, a parasite that still affects over 200 million people worldwide (2). These observations have been reported across multiple conditions and levels – in untreated parasite cultures (3) and as a response to physiological-like stressors (4); at the population (5) and the single-cell (6) level, and between clinical isolates and lab-adapted cultures (1)^.^ Antigenic variation in *P. falciparum* is well-documented (7), and the parasite exhibits alternative splicing (8–11); such transcriptional variation in essentially clonal populations represents another potential layer of complexity that is likely to affect clinical outcomes (12,13), and studies have shown that heterogeneity through gene expression variation serves as a population-level survival strategy in unicellular organisms (14,15).

Sequence-level variation—single-nucleotide variations (SNVs) and insertion-deletion events (indels)—is another potential source of population-level transcriptomic diversity. In the form of transcriptional error rates and RNA editing, it has been extensively described in systems including bacteria (16,17), yeast (18), *Caenorhabditis elegans* (19), cephalopods (20), rodents (21,22) and humans (23,24). However, studies on such heterogeneity in the *P. falciparum* transcriptome are largely missing and such variations have the potential to impact downstream sources of transcriptional heterogeneity, which may facilitate stress adaptation – these might in turn allow for persistor populations to survive under drug regimes and eventually evolve drug-resistance. To investigate the extent and rate of SNVs in *P. falciparum*, we analysed transcriptomic data from a lab-adapted parasite culture (strain 3D7), to obtain three datasets - an untreated control, a temperature-stressed culture and a drug-stressed culture. We also analysed RNAseq data from three drug-resistant *P. falciparum* lines sourced from the MR4 repository, namely MRA_1236, MRA_1240 and MRA_1241. We also performed whole-genome sequencing corresponding to each of the six resulting datasets, which allowed us to accurately discard transcriptomic sequence variations arising from genomic SNPs, without the need to use predictive or consensus-based methods. We then used REDItools 2.0 (25) to perform empirical variant-calling against the *P. falciparum* reference genome (v.41), and we found SNV rates on the order of 10^–3^ per base, a metric that was consistent across all six *P. falciparum* samples. In this work, we describe the spectrum of base substitutions and their predicted functional effects.

## MATERIALS AND METHODS

### Parasite cultures

*P. falciparum* strain 3D7 was cultured as previously described (26). Briefly, parasites were cultured in RPMI1640 medium supplemented with 25 mM HEPES, 0.5% AlbuMAX I, 1.77 mM sodium bicarbonate, 100 μM hypoxanthine and 12.5 μg ml^−1^ gentamicin sulfate at 37°C. Parasites were sub-cultured after every 2 days. Subculturing was done by splitting the flask into multiple flasks in order to maintain parasitemia around 5%. Hematocrit was maintained to 1–1.5% by adding freshly washed O^+ve^ human RBC isolated from healthy human donors. Synchronization was done with the help of 5% sorbitol in the ring stage. Late-stage synchronization was performed using the Percoll density gradient method (63%). Parasitemia was monitored using Giemsa staining of thin blood smear.

### Stress induction

Parasites were subjected to heat and therapeutic (artemisinin treatment) stresses for 6 hours from late ring (∼17 h) to early trophozoite (∼23 h) stage as described earlier (27). Briefly, double synchronization was carried out to achieve tight synchronization of parasite stages. Parasites were exposed to heat stress (40°C for 6 h) and artemisinin stress (30 nM for 6 h).

### RNA sequencing

Parasites were harvested for RNA isolation after 6 h of stress induction. Total RNA was isolated using TRIzol reagent according to the protocol. DNAse treated RNA was used for cDNA synthesis. Quality of the RNA was verified using Agilent Bioanalyzer 2100. The cDNA libraries were prepared for samples using Illumina TruSeq RNA library preparation kit. Transcriptome sequencing was performed using Illumina NextSeq 550 system in house at IISER Pune with a standard flow cell.

### Whole genome sequencing

*Plasmodium* genome DNA was isolated using the genome DNA isolation kit. DNA concentrations were measured on the Qubit double-stranded DNA (dsDNA) HS assay kit (Invitrogen). Libraries for paired-end sequencing were constructed from DNA extracts ranging from <50 ng/ml to 0.2 ng/μl, using the Illumina NexteraXT kit (FC-131-1024, Illumina, CA, USA). The pooled NexteraXT libraries were loaded onto an Illumina NextSeq 550 system in house at IISER, Pune with a standard flow cell.

## DATA ANALYSIS, SNV CALLING AND DOWNSTREAM ANALYSIS

### Quality control and alignment

We first checked the sequencing quality for each RNAseq and WGS sample by running each fastq file through FastQC (28), and we trimmed the dataset to exclude positions that had a phred score of <25 using Trim Galore (29) v0.6.6 (with cutadapt (30) v3.2). We then aligned the trimmed RNAseq fastq files to the *Plasmodium falciparum* 3D7 genome (v. 41 from Ensembl) using STAR (31) v.2.7.6a in 2-pass mode, and then indexed the resulting BAM files using samtools (32,33) v1.10. To align the WGS data, we used BWA (bwa mem) (34) v0.7.17-r1198, following which we converted the resulting SAM file to a BAM file, which we sorted by coordinates and indexed using samtools. The command-line options used here are provided in the Supplementary Information.

### SNV calling and filtering

In order to use REDItools 2.0 with python 3.6, we modified the python scripts we used to update the syntax to python 3 wherever appropriate. We then ran REDItools 2.0 using minimal command line options (Supplementary information) on the aligned RNAseq data and WGS data, using the RNA-table obtained from the former run as an input to the latter to specify the positions to be assayed in the WGS. The output generated by REDItools is a tab-delimited table containing data about each position read by the program in the NGS data, including the chromosome, position, reference nucleotide, coverage at that position, average read quality at that position, alternate nucleotides found at that position (if any) for the transcriptomic data (the first nine columns) and similar information for WGS data (the remaining columns). In order to annotate the RNA-table with the DNA-table, we used Annotate_with_DNA.py, which is provided as part of the REDItools suite of scripts. This script writes the WGS data for each locus in the RNA-table filling in columns 10 and further. We filtered this combined output table using *awk* command-line to exclude those positions where: (i) the WGS data showed an SNP, (ii) the frequency of base changes in RNAseq data was <0.1, (iii) the RNAseq data was invariant, (iv) the RNAseq coverage was <5 reads and (v) the WGS coverage was <10 reads. We then used samtools to remove duplicate reads in the aligned RNAseq data as described in Supplementary Information. Then, we reapplied REDItools to this deduplicated RNAseq file, using the previously generated, DNA-annotated and filtered RNA-table as a region file along with the previously noted REDItools options. We filtered and used the output tables from this REDItools run for further analysis.

### Downstream analysis

We used another script called AnnotateTable.py (also provided with REDItools 2.0) to annotate each SNV in the final REDItools table with gene IDs, using a sorted and trimmed gtf file (*P. falciparum* v41, from Ensembl) using the command lines (Supplementary information). Using custom python scripts, we calculated the number of SNVs occurring in each gene and the relative frequency of SNV occurrence in each gene and extracted the nucleotide sequences on either side of each changed position in order to analyse patterns in the flanking nucleotides. We also arrayed each SNV on the gene in which it occurred, dividing each gene into 100 equal-width bins, and constructed a histogram based on binning each SNV in order to analyse any positional bias of SNV occurrence on the gene body

We converted the gene-annotated RNA_DNA_deduplicated file into a format resembling variant call format to use as input for snpEff (35), which we used according to the documentation to perform functional annotation of the SNVs in our output file. We processed the output VCF files generated by snpEff using snpSift (36) to filter the file and retain data related to predicted amino-acid changes. We analysed this filtered VCF file using a custom script to visualise the spectrum of amino-acid changes in each sample. We did not retain any annotations of the types ‘upstream variant’ and ‘downstream variant’, since snpEff defines upstream and downstream regions as 5 kilobases in length, which is too large for the relatively compact genome of *P. falciparum*. SNV rates per base were calculated as the number of SNVs in the filtered output divided by the genome length in nucleotides. 

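Transcript abundance was estimated with Salmon, which assigns sequenced reads to transcripts, in each of the 14 RNAseq libraries. The tables list 5499 transcripts with an effective length, TPM and an estimated number of reads for each. These estimated reads are not normalized and are not all whole numbers. They added up to between 2187325 and 5954248 per MRA library (median 5202050) and between 9768628 and 24394377 per 3D7 library (median 19885542). The paper's text does not name the version of Salmon, its options or the transcript set. The transcripts are listed mostly under protein accessions, and 149 of the 5499 IDs match a locus tag of the RefSeq gene table used here. With this table, the other transcripts were not joined to the genes that carry SNVs, and the relation of SNVs to abundance was not analysed here.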

We used Salmon (37) to obtain gene abundance estimates in transcripts per million.

### Analysis of samples sourced from SRA

NGS (RNAseq) datasets for *P. falciparum* patient-isolates from Mali, *Plasmodium vivax* liver-stages (mixed cultures and hypnozoites), *Plasmodium vivax* blood-stages, *Escherichia coli*, and *Bacillus subtilis* were downloaded using SRA toolkit (38) as fastq files. We used genome versions PvP01 for *P. vivax*, ASM584v2 for *Escherichia coli* and ASM608879v1 for *B. subtilis*. The bacteria datasets were aligned using BWA, while the *Plasmodium* spp. datasets were aligned using STAR. We analysed each dataset with REDItools 2.0, filtering the output files to remove positions where; (i) the frequency of base changes in RNAseq data was <0.1, (ii) the RNAseq data was invariant, (iii) the RNAseq coverage was <5 reads and (iv) the average phred-score was <25. SNV rates per base were calculated as the number of SNVs in the filtered output divided by the genome length in nucleotides.

### Circos plot generation

We used the R package RCircos (39) to generate circos representations for the SNV distribution on the whole-genome scale.

### Statistical analysis and error bars

A Pearson's chi-squared test was performed to assess whether the distribution of frequency of SNV types (by base-substitution, as % of total) was significantly different from a uniform distribution (with the assumption that all base-substitutions are equally likely to occur). The test was performed in R using the inbuilt chisq.test() function. A Dunnett's test was used to calculate statistical significance for the differences in average SNV rates between the 3D7 parasite cultures and the three MRA parasite lines. This test was performed in R using the DunnettTest() function from the R library DescTools (40), using PF3D7_Ctrl as the control set. For Figures 2–4, error bars indicate 95% confidence interval for replicates and the number of RNA-sequencing replicates for each sample is as follows:

- *P. falciparum* MRA_1236: 3 replicates
- *P. falciparum* MRA_1240: 3 replicates
- *P. falciparum* MRA_1241: 2 replicates
- *P. falciparum* 3D7 Control: 2 replicates
- *P. falciparum* 3D7 Drug-stressed: 2 replicates
- *P. falciparum* 3D7 Temperature-stressed: 2 replicates
- *P. falciparum* Mali Isolates [PRJNA498885]: 3 replicates
- *P. vivax* [PRJNA422240] (mixed culture): 2 replicates
- *P. vivax* [PRJNA422240] (hypnozoites only): 2 replicates
- *P. vivax* [PRJNA515743]: 4 replicates
- *E. coli* [PRJNA592142]: 3 replicates
- *B. subtilis* [PRJNA592142]: 3 replicates

## RESULTS

### A global view of transcriptional sequence-variation

We applied REDItools 2.0 (a tool originally designed to detect RNA-editing) to both the RNAseq data and the WGS data for each sample (Methods). 

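The RNAseq data analysed here come from 14 libraries. The drug-resistant lines MRA_1236 and MRA_1240 had 3 replicates each and MRA_1241 had 2. The 3D7 line had 2 replicates each of the unstressed culture (3D7_CTRL), the culture held at 40°C for 6 h (3D7_TEMP) and the culture given 30 nM of the drug for 6 h (3D7_ART). By Table S1, between 2384690 and 7005700 reads were aligned per MRA library, with a median of 5742675. In the 3D7 libraries it was between 11005300 and 27623900 reads, with a median of 21976200. The average read length in the same table was higher in every MRA library than in the 3D7 libraries. Read length and depth thus separate the libraries in the same way as the lines do, and any difference between MRA and 3D7 libraries is also a difference in both. The authors trimmed the paired reads, aligned them with STAR and called variants with REDItools. They then kept positions that passed the filters on the RNAseq and WGS data, removed duplicate reads and ran REDItools again on the positions kept. The output of this second run, with 1 table per library, holds the reference base, the RNA coverage, the number of reads with each base and the frequency of variation at each position. The removal of SNPs and the filter on WGS coverage are included in these tables and were not repeated. The filters on RNA coverage and on frequency were applied again to the reads left after deduplication. A position with more than 1 alternative base counted once as a position and once per base among the substitutions, which concerned 322 to 800 positions per library. Bases are given as the files give them, with no regard to the strand of the gene, unless stated otherwise.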

We removed SNVs arising from genomic single nucleotide polymorphisms (SNPs) as well as discarded positions where RNAseq data showed no variation. Additionally, we ascertained optimum cutoffs for WGS coverage (Supplementary Figure S1, Supplementary Table S3), RNAseq coverage (Supplementary Figure S2, Supplementary Table S4) and frequency of variation (the number of reads supporting a variant nucleotide divided by the total number of reads covering that position) (Supplementary Figure S3, Supplementary Table S5). SNVs not supported by at least 10 WGS reads and 5 RNAseq reads were removed. Finally, we retained only those SNVs whose frequency of variation was greater than or equal to 0.1. 

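After deduplication, the tables held 33653 to 43477 positions per library. Of these, 427 to 2283 no longer showed a variant read and 260 to 2021 were covered by fewer than 5 reads. Both kinds were left out here, together with positions whose frequency had fallen below 0.1. Among the SNV positions that remained, the median RNA coverage was 8 to 11 reads and the median frequency of variation was 0.14 or 0.15, depending on the library. Coverage of 5 to 10 reads accounted for 51.7% ± 1.64 (SD, n = 8) of SNV positions in MRA libraries and 69.9% ± 1.60 (SD, n = 6) in 3D7 libraries. Every 3D7 library had a higher share than every MRA library (two-sided exact permutation test, p = 0.000333, the smallest that 8 libraries against 6 allow). Libraries are the units of this and the other tests of MRA against 3D7, although replicates of a line are not independent lines, and with the means of the 6 groups as units no such exact permutation test can give a p below 0.1. The frequency at a single position therefore rests on few reads in most cases.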

In our estimation, this combination of cutoffs ensures that sequencing errors and other technical errors are largely filtered out, and mitigates any technical variability. We noted that the rates of occurence of SNVs—which were spread out all over the genome (Figure 1A)—were not dependent on sequencing and alignment statistics of the sample, indicating that they are consequences of biological characteristics of the parasite, rather than technical properties of the sequencing runs and alignment methods (Supplementary Table S1).

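MRA and 3D7 libraries form separate clusters in depth, so the relation was tested within each and not pooled. Over the 8 MRA libraries, Pearson's r between the number of SNV positions and the number of aligned reads was -0.268 (two-sided exact permutation test, p = 0.537) and Spearman's rho was -0.190 (p = 0.665). Against the percentage of reads aligned, which ran from 79.61 to 94.35% in these lines, r was -0.333 (exact permutation p = 0.442) and rho was 0.0952 (p = 0.840). In the 6 3D7 libraries, r with the number of aligned reads was 0.0730 (exact permutation p = 0.829) and rho was 0.543 (p = 0.297). With the percentage aligned, between 95.45 and 96.49%, r was -0.678 (exact permutation p = 0.136) and rho was -0.600 (p = 0.242). Adjusted over these 4 relations by the Benjamini-Hochberg method, the permutation p of r lay between 0.544 and 0.829 and that of rho between 0.594 and 0.840. With the 2 libraries farthest from the median of each measure left out, the 4 values of r became -0.300, -0.127, 0.586 and -0.487 in the order given. Of the 2 filters tried for this relation, at least 2 variant reads moved r for aligned reads in MRA most, to -0.359, and a minimum RNA coverage of 10 reads moved r in 3D7 most. Under it the value for the percentage aligned in 3D7 was -0.325 and that for aligned reads was 0.390. With 8 and 6 libraries only a strong relation could have been detected. The permutation also treats libraries of different lines or treatments as exchangeable, although MRA_1240 had a mean of 40525 positions and MRA_1236 of 34389. A relation within single lines was not tested and could be hidden. In MRA_1236 replicate 1, the sample of Figure 1A, SNVs lay on all 14 chromosomes, from 869 positions on chromosome 1 to 4889 on chromosome 14. Between the first and the last SNV of each chromosome, 2177 of the 2289 windows of 10 kb (95.1%) held at least 1 SNV. Over the 14 libraries, this share was 96.0% ± 1.25 (SD) and ranged from 93.8 to 98.0%. SNV positions far outnumber windows (35044 against 2289 in MRA_1236 replicate 1), and no expectation under even placement was computed. The share thus does not measure how evenly SNVs lie.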

**Figure 1.**
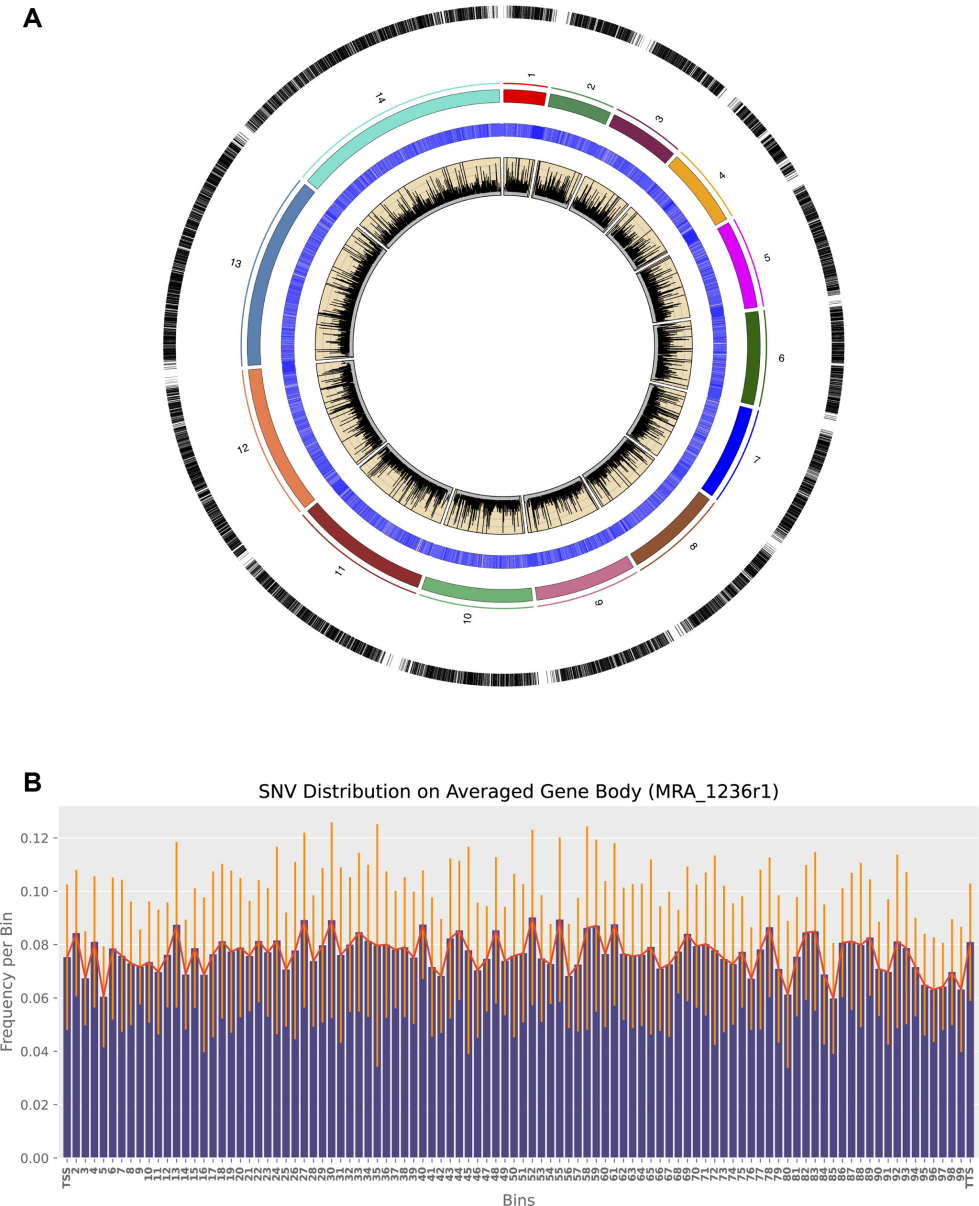
A global view of single-nucleotide variations in *Plasmodium falciparum* (data shown for a representative sample, MRA_1236 replicate 1). Plot showing the pervasive nature of SNVs. From outward: Track 1: SNV positions represented as vertical lines; Track 2: Ideogram of chromosomes, proportional to chromosome lengths; Track 3: Heatmap of RNAseq coverage at recorded positions, converted to log_10_ scale for visualization; Track 4: Area plot of frequency of variation at recorded positions. Histogram showing distribution of SNVs on an averaged gene body.

Following filtering, each sample showed ∼3 × 10^4^ variant positions (Supplementary Table S1). 

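The number of SNV positions per library was 34607 ± 3597 (SD, n = 14), from 30047 in 3D7_CTRL replicate 1 to 41665 in MRA_1240 replicate 2. MRA libraries had 36445 ± 3500 positions (SD, n = 8) and 3D7 libraries 32156 ± 1969 (SD, n = 6). The total number of substitutions was slightly higher, at 35167 ± 3686 (SD, n = 14), because of positions with several alternative bases. The counts listed in Table S1 were each higher by 1 than the number of positions found in the corresponding table, in 14 of 14 libraries.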

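SNV positions were assigned to genes by the RefSeq gene table of *P. falciparum* 3D7, which lists 5615 genes, of which 5282 are protein-coding. Annotation v41 from Ensembl, which the authors used, was not used here. A position counted for a gene when it lay inside the gene's span, introns included. By this measure, 3813 ± 171 genes (SD, n = 14 libraries) carried at least 1 SNV, from 3517 in 3D7_CTRL replicate 1 to 4085 in MRA_1240 replicate 1. The mean was 3936 ± 93.7 (SD, n = 8) in MRA libraries and 3649 ± 85.4 (SD, n = 6) in 3D7 libraries (two-sided exact permutation test of the difference of 287 genes, p = 0.000333, the smallest possible). In all, 5290 genes carried an SNV in at least 1 library and 1472 genes did so in all 14. The gene spans held 86.7% ± 2.43 (SD, n = 8) of the SNV positions in MRA libraries and 78.3% ± 4.12 (SD, n = 6) in 3D7 libraries. Counting only SNVs with at least 3 variant reads, the mean number of genes per library was 1050.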

Annotating SNVs with the genes in which they occurred showed that they were located all across the transcriptome, affecting ∼3660 of 5700 genes in the reference annotation (Supplementary Table S2) in all samples. To check whether the SNVs were biased toward either end of the transcript, we constructed an average histogram of SNV frequency, dividing each affected gene into bins of equal width, and then assigning bins to each SNV. We observed that SNVs occupied the whole averaged gene length and did not show a specific positional bias along the gene body (Figure 1B). 

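The strand of a gene was not listed in the gene table and was read from the reference bases at SNVs within the first and the last 3 bases of the span, where a start or a stop codon lies. It could be told for 605 genes, 306 on the plus and 299 on the minus strand. In these genes, divided into 100 bins from the start codon, the first 10 bins held 10.2% ± 0.937 (SD, n = 14 libraries) of the SNVs and the last 10 bins held 10.7% ± 0.742 (SD, n = 14). Averaged over libraries, bin 100 held the highest share, 2.05%, bin 1 the next, 1.69%, and bin 84 the lowest, 0.828%. The choice of genes favours ends that carry SNVs, since the strand is known only where an SNV falls in the first or last codon. SNVs in these codons themselves were left out of the bins of these genes. In all genes, counted from the lower coordinate whatever the strand, the shares at the ends were 9.81% ± 0.353 and 9.73% ± 0.390 (SD, n = 14), and single bins held between 0.913 and 1.18%. The highest shares were those of bins 1 and 100, with 1.18% each, so the outermost bins stood above the rest here as well. Of the alternatives, a minimum of 2 variant reads moved the last 10 bins most among the settings fixed before the data were examined, to 11.6%. The chi-squared statistic of the 100 bins against equal shares was 118 to 255 per library over all genes (df 99). In genes of known strand it was 156 to 417. Over all genes the start and the end are mixed, which could hide a bias at either. SNVs in 1 gene are not independent of each other, and no p is given.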

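For each pair of libraries, the positions with an SNV in both were counted and divided by the number of positions in the smaller of the lists. Over the 10 pairs of replicates, 10.7% ± 3.30 (SD) of positions were shared, from 4.21% between the replicates of MRA_1241 to 15.2% between replicates 1 and 3 of MRA_1236. As a percentage of the union of the lists, the mean was 5.57%. The positions present in every replicate of a group numbered 3545 in MRA_1236, 2981 in MRA_1240 and 1402 in MRA_1241, and 2757, 3089 and 2720 in the control, heat-stressed and drug-stressed 3D7 cultures. Libraries of 3D7 that differed in treatment shared 7.73% ± 1.25 of positions (SD, 12 pairs), different MRA lines 4.40% ± 2.36 (SD, 21 pairs) and MRA and 3D7 libraries 2.12% ± 0.316 (SD, 48 pairs). The 14 libraries together had SNVs at 420346 distinct positions, of which 385881 (91.8%) were called in 1 library and 31 in all 14. Requiring at least 3 variant reads moved the overlap of replicates most, to 56.4%.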

Notably, replicate datasets for a given strain showed only a small amount of overlap, further indicating the pervasive, non-specific nature of the SNVs (Supplementary Figure S4). We computed the Sum of SNV Frequencies (}{}${\boldsymbol{\Sigma }}$SNV Freq) for a given gene as the sum of variation frequencies at each variant locus on a gene. Variation frequency is the number of variant reads divided by the total reads covering that locus. }{}${\boldsymbol{\Sigma }}$SNV Freq showed no linear correlation to the gene abundance estimates (in transcripts per million) of that gene (Supplementary Figure S5). We similarly observed that }{}${\boldsymbol{\Sigma }}$SNV Freq was not significantly correlated (Pearson's coefficient of correlation *r* ∼ 0.2) to the AT-content of that gene (the number of A- or T-nucleotides divided by the length of that gene in base pairs) (Supplementary Figure S6). 

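The sum of SNV frequencies of each SNV-bearing gene was compared with the length of its span, introns included. Pearson's r across genes was 0.680 ± 0.0354 (SD, n = 14 libraries) and ranged from 0.638 to 0.733, and Spearman's rho was 0.587 ± 0.0448 (SD). With the number of SNV positions in place of the sum, r was 0.701 ± 0.0369 (SD). Genes are not independent replicates, and the spread given is that between libraries. The alternative that moved r most was a minimum of 3 variant reads, chosen after the data were seen, under which r was 0.227. The genes with the largest mean sum among those with an SNV in all libraries were PF3D7_0511500, PF3D7_1303800 and PF3D7_0417400. PF3D7_0511500 lies on chromosome 5, its span of 30186 nt is the second longest in the gene table, and its sum was 16.1 ± 5.15 (SD, n = 14) over a mean of 85.1 positions. PF3D7_1303800, on chromosome 13 with 27816 nt, had a sum of 13.6 ± 3.57 (SD, n = 14). PF3D7_0417400, on chromosome 4 with 20310 nt, had a sum of 13.0 ± 5.92 (SD, n = 14). With a minimum RNA coverage of 10 reads, the sums of PF3D7_0511500, PF3D7_1303800 and PF3D7_0417400 were 9.18, 6.00 and 7.38. With positions called in more than 1 line left out, PF3D7_0511500 and PF3D7_1303800 both had 12.6 and PF3D7_0417400 had 9.15, so the first rank is not kept. The order also depends on the line, since in 3D7 libraries PF3D7_1303800 (13.9) was above PF3D7_0511500 (12.7), and in MRA libraries PF3D7_0417400 (16.5) was above PF3D7_1303800 (13.4).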

We did, however, observe that both the }{}${\boldsymbol{\Sigma }}$SNV Freq and the number of variant loci on a gene had a positive (Pearson's *r* = 0.7) linear correlation with gene length (Supplementary Figure S9).

### The spectrum of SNV types and effects

In order to understand the variations in greater detail, we characterised the range of nucleotide substitutions and their probable functional effects. We observed that A-to-G changes and T-to-C changes predominated, each representing on average 28.6% and 20.3% of the total number of SNVs found (Figure 2A). 

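As the files give the bases, A-to-G changes made up 24.4% ± 1.55 (SD, n = 14 libraries) of substitutions and T-to-C changes 24.5% ± 1.35 (SD). A-to-G exceeded T-to-C in 5 of 14 libraries in this orientation. The types together held 48.9% ± 2.88 (SD), from 45.1 to 54.6%. Requiring at least 3 variant reads moved this sum most, to 22.7%. To see the changes in the orientation of the transcript, A-to-G and T-to-C changes were counted separately in the genes of known strand on the plus and on the minus strand. Each library had 2876 to 5619 substitutions in these genes. On a log2 scale, the ratio of A-to-G to T-to-C lay between 0.52 and 0.68 in plus-strand genes and between -0.65 and -0.50 in minus-strand genes, as means of the 6 groups. The part tied to the strand of the transcript, taken as the half-difference of these ratios, was 0.59 ± 0.033 (SD over 6 groups). It was above 0 in 6 of 6 groups (two-sided exact sign-flip permutation test, p = 0.03125, the smallest that 6 groups allow) and in 14 of 14 libraries. The groups are not independent, since the 3D7 cultures are of the same line and all groups share the same genes. The part tied to the plus strand of the genome, taken as the half-sum of these ratios, ranged from -0.032 to 0.088 and was above 0 in 2 of 6 groups. Read in the orientation of the transcript, A-to-G made up 30.5% ± 1.78 (SD, n = 14) and T-to-C 20.2% ± 1.60 (SD) of substitutions in genes of known strand.

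**Figure D1:**
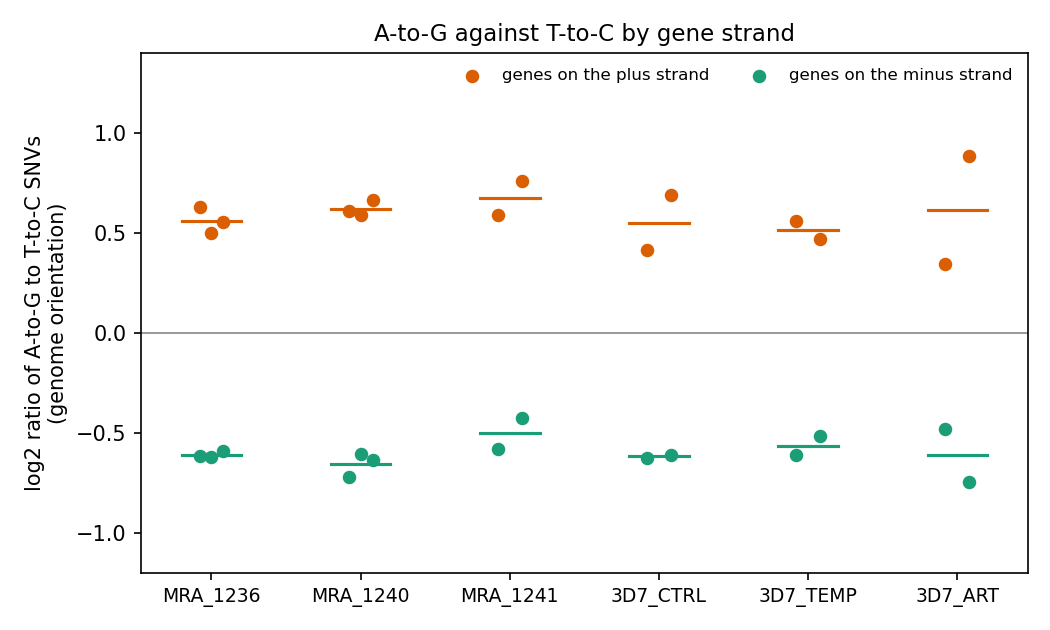
Log2 ratio of A-to-G to T-to-C SNVs, in the orientation of the genome, in genes on the plus strand (orange) and on the minus strand (green), with points for libraries and lines for group means. The ratio is above 0 in plus-strand genes and below 0 in minus-strand genes in all 14 libraries.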

A-to-T and T-to-A substitutions (∼14% and ∼13% respectively, of the total number of SNVs) were the second most abundant on average. 

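In the orientation of the files, A-to-T and T-to-A substitutions held 13.9% ± 0.563 and 13.9% ± 0.477 of the total (SD, n = 14 libraries), and 27.8% ± 1.02 (SD) together. In genes of known strand and in the orientation of the transcript, A-to-T held 13.7% ± 1.07 and T-to-A 12.4% ± 0.672 (SD, n = 14). The next types in rank were C-to-T with 6.25% ± 0.833 and G-to-A with 6.21% ± 0.800 (SD, n = 14), followed by G-to-T and C-to-A, with 2.58 and 2.57%.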

G-to-C and C-to-G substitutions were the least abundant SNV type (Figure 2A, Supplementary Table S6). These proportions were relatively well-conserved between the drug-resistant MRA lines as well as the drug-sensitive 3D7 culture. 

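C-to-G held 0.687% ± 0.130 and G-to-C 0.655% ± 0.121 of substitutions (SD, n = 14 libraries) in the orientation of the files. The lowest value in any library was 0.482% for G-to-C and 0.535% for C-to-G. In the orientation of the transcript, C-to-G had the lower mean, with 0.601% against 0.797% for G-to-C. The rarest of the other types, A-to-C, held 2.14% ± 0.272 (SD, n = 14).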

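Between the 8 MRA and the 6 3D7 libraries, the share of A-to-G was 25.2% ± 1.61 and 23.4% ± 0.774 (SD), a difference of 1.73 percentage points (two-sided exact permutation test, p = 0.0333, adjusted p = 0.04995 over the 12 substitution types by the Benjamini-Hochberg method). Leaving out 1 library took the adjusted p above 0.05 in 12 of 14 cases, and in the orientation of the transcript the difference was 0.489 points (exact permutation p = 0.629, adjusted p = 0.687). With the means of the 6 groups as units, chosen after the data were seen, it was 1.97 points (exact permutation p = 0.1, the smallest possible, adjusted p = 0.171). G-to-A and C-to-T were lower in MRA libraries, with differences of -1.28 and -1.30 points (exact permutation p = 0.000333 each, adjusted p = 0.002). The G-to-A share was 5.66% ± 0.528 in MRA and 6.94% ± 0.392 in 3D7 libraries (SD). A-to-C, T-to-G, C-to-G and G-to-C were higher in MRA libraries, by 0.468, 0.443, 0.186 and 0.200 points, and A-to-T was lower by a difference of -0.644 points (adjusted exact permutation p from 0.00266 to 0.04995). For T-to-C, T-to-A, C-to-A and G-to-T, the adjusted p lay between 0.147 and 0.363 in the same exact test. These results hold for the orientation of the files. In that of the transcript, in genes of known strand, C-to-T and A-to-T were higher in MRA libraries, by 0.975 and 1.67 points (exact permutation, adjusted p = 0.0300 and 0.002), and the differences for G-to-C, C-to-G and T-to-G, -0.123, 0.190 and 0.249 points, did not pass the threshold (exact permutation, adjusted p = 0.0821, 0.0569 and 0.104). T-to-A, C-to-A and G-to-T differed in that orientation, by -1.02, -0.803 and 0.723 points (exact permutation, adjusted p = 0.00666, 0.0300 and 0.0210). As read length and depth follow the lines, these differences cannot be assigned to the parasite lines rather than to the libraries.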

To check whether these base-change characteristics depended on environmental stresses, we subjected the 3D7 *P. falciparum* 3D7 line to temperature stress (at 40°C) and separately, to mild drug stress (dihydroartemisinin at 30 nM), each for six hours at the early trophozoite stage. However, these stresses had a minimal effect on the base-change profile, and the proportions of nucleotide substitutions were remarkably similar between the control *P. falciparum* 3D7 culture and the two stressed cultures (Figure 2A). 

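The shares of the 12 substitutions were compared between 2 libraries by their total variation distance, which is the percentage of substitutions that would have to change type to turn one profile into the other. The distance between heat-stressed and control libraries was 1.69 percentage points in the mean over 4 pairs of libraries, from 0.676 to 2.54. Drug-stressed and control libraries were 2.34 points apart (4 pairs, at most 3.49). Replicates of the same 3D7 culture were 3.04 points apart (3 pairs, 2.25 to 4.06). Part of this spread is shared by the cultures, since the difference between replicates 1 and 2 had the same sign in all 3 cultures for 8 of 12 substitutions, where chance alone gives 25%. Between libraries of the same replicate number, a pairing chosen after the data were seen, the distance was 0.840 points under heat (2 pairs) and 1.45 under the drug (2 pairs), against 2.53 and 3.23 between libraries of different number. A small effect of either stress is not excluded by these distances. MRA and 3D7 libraries were 4.74 points apart (48 pairs). In the pairs of the same replicate number, 6 of 12 substitutions moved the same way in both pairs under heat and 7 of 12 under the drug, where chance alone gives 50%. With 2 replicates against 2 an exact permutation test cannot give a p below 0.333. The alternative that moved the distances most was the orientation of the transcript in genes of known strand, chosen after the data were seen, with 3.80 points for heat and 4.31 for the drug beside 5.55 between replicates.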

With the assumption that all base substitutions are equally probable, we performed a chi-squared test and found that the frequency distribution of base substitutions we observed differed significantly from the expected uniform distribution (*P* = 5.8868 × 10^–-217^***x***^2^ = 1521.3, df = 167). 

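Computed in the same form, over the percentages of 12 substitutions in 14 libraries, the chi-squared statistic against equal shares was 1438 (df 167) in the orientation of the files. In the orientation of the transcript, in genes of known strand, it was 1634. The same formula applied to the percentages of Table S6 gave 1521. A statistic computed from percentages does not depend on the number of SNVs behind them. From the counts of substitutions themselves, the statistic was between 28726 and 45982 per library (df 11). Requiring at least 3 variant reads moved the statistic of the percentages most, to 765.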

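The reference base was A in 40.5% ± 1.22 and T in 40.6% ± 0.957 of substitutions (SD, n = 14 libraries), against 9.51% ± 1.12 for C and 9.44% ± 1.05 for G. The base changed to was C in 27.3% ± 1.41, G in 27.3% ± 1.62, T in 22.7% ± 1.58 and A in 22.6% ± 1.45 (SD, n = 14). C and G thus did not differ by more than the spread between libraries in the orientation of the files. In genes of known strand, read in the orientation of the transcript, the base changed to was G in 33.2% ± 1.62, A in 24.0% ± 3.00, C in 23.3% ± 1.70 and T in 19.6% ± 2.08 (SD, n = 14). The reference base was then A in 46.5%, T in 34.7%, G in 11.4% and C in 7.39%. The base composition of the transcribed sequence was not analysed here, so these shares are not rates per base of each kind.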

Interestingly, As and Ts changed most frequently, as might be expected due to the AT-richness of the *P. falciparum* genome, but Cs and especially Gs were misincorporated most often by percentage (Figure 2B, Supplementary Table S7). Given the bias of the spectrum of base-substitutions toward the A-to-G and T-to-C substitution types, we speculated that RNA editing may be responsible for a subset of SNVs. We tested this hypothesis by searching for sequence-motifs centered on or around SNVs as well as performing a BLAST-based search for potential RNA-editing enzymes in the proteome of the parasite. We used human and *Trypanosoma brucei* enzymes known to be RNA-editors as query sequences for the latter analysis, but we did not find any high-confidence candidate RNA-editors in *P. falciparum*, nor any conserved motifs (Supplementary Table S8).

**Figure 2.**
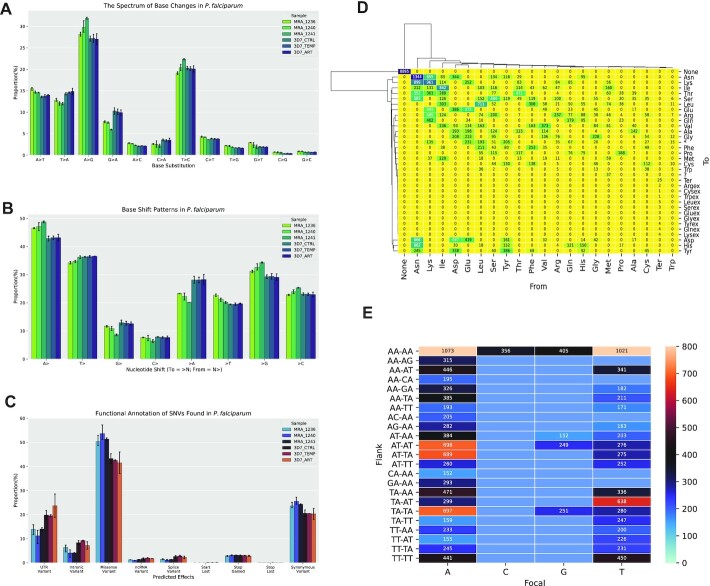
SNV types and effects. (**A**) Base changes (percentage of total). (**B**) Base shift patterns (%X > denotes the proportion of SNVs where base X changed to another base; %>X denotes the proportion of SNVs where the reference base was X). The distribution of predicted functional effects: (**D**) representative heatmap of the spectrum of amino acid changes. (**E**) Representative heatmap of the abundance of the most common dinucleotide patterns flanking each focal (original/reference) base. (**A–C**) Error bars represent 95% confidence intervals; number of replicates = 2 (3D7_CTRL, 3D7_ART, 3D7_TEMP, MRA_1241), 3 (MRA_1236, MRA_1240). (D) and (E) show data from sample MRA_1236 replicate 1.

Further, we annotated effects to the SNVs using snpEff (35) to investigate the range of predicted functional consequences, and filtered the snpEff outputs using snpSift (36) to analyse amino acid change patterns. A small percentage were found in intronic regions, possibly reflecting alternative splicing in some transcripts (Figure 2C, Supplementary Table S9). The majority of SNVs in the coding region were missense (mean value 47.8%), with about 22.7% of them being synonymous, and about 3% being nonsense changes (Figure 2C). These proportions were also well conserved between all three MRA lines, the 3D7 control and two 3D7 stressed cultures, with missense variants being more common across MRA lines (51.8%) than 3D7 lines (42.4%). Asparagine was consistently the most changed amino acid, likely due to its abundance in the parasite's proteome, with lysine, isoleucine, aspartate, and glutamate rounding out the most changed residues, although a proportion of SNVs resulted in synonymous codon changes (Figure 2D, Supplementary Figure S7). We also tested whether focal nucleotides had characteristic flanking sequences that might increase their propensity to be changed. To this end, we extracted a pentanucleotide sequence for each variant position, taking two nucleotides on either side of each focal nucleotide, and quantified the most abundant flanking sequences (Figure 2E, Supplementary Figure S8). We found that an ‘AA_AA’ or a ‘TT_TT’ pattern accounted for most of the SNVs we observed. This pattern was most abundant around all focal nucleotides, but patterns other than these were very rare when the focal base was a C or a G. We further observed that an A or a T seemed a necessary part of both 5’- and 3’-flanking dinucleotides in all of the most abundant flanking sequences. For focal As and Ts, ‘AT_TA’ (for focal As) and ‘TA_AT’ (for focal Ts), i.e. patterns forming pentanucleotide sequences of alternating As and Ts, were also well represented. We note that these patterns are likely to be further reflections of the parasite's AT-rich genome.

### Transcriptional sequence-variation in *Plasmodium falciparum*

To investigate the extent of the SNVs in each *P. falciparum* line, we calculated a per-kilobase (/kb) rate of change by dividing the total number of SNVs found by the length of the *P. falciparum* genome. 

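The number of SNV positions in each library was divided by the genome length given in Table S1. The mean over the 14 libraries was 1.49 SNVs/kb (SD 0.154). This divisor covers the whole genome, whether or not a base was covered by enough reads to be called, and the number of callable bases was not analysed here. With SNVs inside gene spans only, divided by the summed length of the spans, the mean was 2.07 per kb. The setting that moved the rate most was a minimum of 3 variant reads, which left 0.186 per kb.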

We obtained an average rate of ∼1.48 variations/kb, i.e. ∼1.48 × 10^–3^ variations per base. This unexpectedly high variation rate was also well-conserved between various *P. falciparum* lines, with strain- and stress-specific rates ranging from 1.29 to 1.78 variations/kb (Figure 3).

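By group, the rate was 1.48 ± 0.0279 SNVs/kb in MRA_1236 (SD, n = 3), 1.74 ± 0.0595 in MRA_1240 (SD, n = 3) and 1.43 ± 0.00610 in MRA_1241 (SD, n = 2). In 3D7 it was 1.30 ± 0.0165 in the control, 1.38 ± 0.0978 under heat and 1.46 ± 0.0241 under the drug (SD, n = 2 each). Single libraries ranged from 1.29 to 1.79. The spread between the 6 groups was larger than that between replicates (permutation test of the F statistic with 100000 resamples, F = 24.4, p = 0.00029). The 8 MRA libraries had a mean of 1.56 and the 6 3D7 libraries of 1.38, a difference of 0.184 (two-sided exact permutation test, p = 0.0260). It was larger with at least 2 variant reads (0.480) and with a minimum RNA coverage of 10 reads (0.355, exact permutation p = 0.000333 for each), and smaller with a minimum frequency of 0.2 (0.112, exact permutation p = 0.00599). With at least 3 variant reads this difference was 0.0484 (exact permutation p = 0.197), and with positions called in more than 1 line left out it was 0.0826 (exact permutation p = 0.186). Restricted to positions covered by 5 to 10 reads, a setting chosen after the data were seen, it was -0.156 (exact permutation p = 0.00466). With the means of the 6 groups as units, also chosen after the data were seen, the difference was 0.170 (exact permutation p = 0.2, where 0.1 is the smallest possible).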

**Figure 3.**
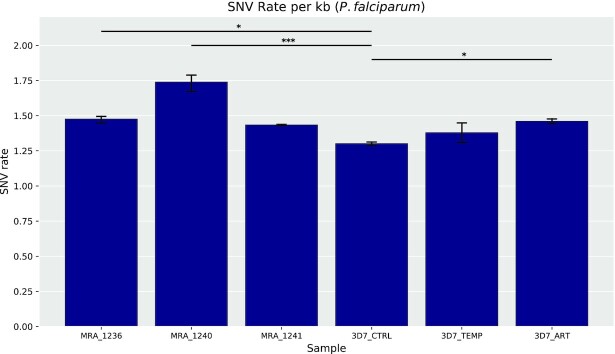
SNV rates in MRA and 3D7 *Plasmodium falciparum* lines. *** denotes significance at *P* < 0.001 (two-tailed) and *denotes *P* < 0.05 as calculated using a Dunett's test with PF3D7_Ctrl as the control group. Error bars represent 95% confidence intervals; number of replicates = 2 (3D7_CTRL, 3D7_ART, 3D7_TEMP, MRA_1241), 3 (MRA_1236, MRA_1240).

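Against the 2 control libraries, the mean rate was higher by 0.175 SNVs/kb in MRA_1236, 0.438 in MRA_1240, 0.133 in MRA_1241, 0.0777 in 3D7_TEMP and 0.159 in 3D7_ART. All libraries of each group lay above both control libraries except in 3D7_TEMP, where replicate 2 lay between them. An exact permutation test of 3 libraries against 2 cannot give a two-sided p below 0.1, which MRA_1236 and MRA_1240 reached. With 2 libraries against 2 the smallest p is 0.333, reached by MRA_1241 and 3D7_ART, and the exact p of 3D7_TEMP was 0.667. The difference of 3D7_TEMP rests on 1 library, since it was 0.00850 without replicate 1 and 0.147 without replicate 2 of that group. With at least 3 variant reads, MRA_1241 fell below the control, with a difference of -0.0686.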

### Transcriptional sequence-variation is higher in *Plasmodium* than bacteria

Transcriptional sequence-level variation is often attributable to error rates associated with transcription. These rates are noted to range from ∼10^–5^–10^–6^ per base in yeast (18), similar rates in *C. elegans* (19), and comparable or higher rates in bacteria ranging from 10^–4^ (17) to 10^–5^–10^–6^ (16) errors per base. To investigate the relative differences between the SNV rate in *Plasmodium falciparum* and other organisms, we retrieved transcriptomic data describing *E. coli*, *B. subtilis* [PRJNA592142], *P. vivax* (liver stages [PRJNA422240] and blood stages [PRJNA515743]), and *P. falciparum* patient isolates [PRJNA498885] from SRA and performed identical calculations to arrive at SNV rates per nucleotide and per kb using REDItools. We used filtering parameters similar to the ones described above, except for the WGS-coverage filter. We observed an average SNV rate per base of 7.23 × 10^–4^ for *E. coli*, 3.49 × 10^–4^ for *B. subtilis*, 4.35 × 10^–3^ for *P. vivax* schizonts + hypnozoite mixed sample, 1.80 × 10^–3^ for *P. vivax* hypnozoites, ∼10^–3^ for *P. vivax* blood stages cultured *in vivo* in simians, and 7.42 × 10^–3^ in *P. falciparum* patient isolates (Figure 4).

**Figure 4.**
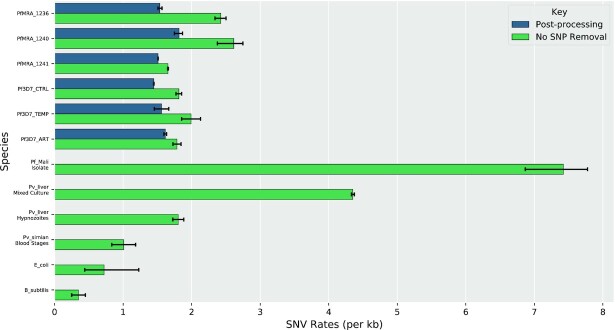
SNV rates of MR4 and 3D7 *Plasmodium falciparum* lines as compared with those for other samples and species. Error bars represent 95% confidence intervals; number of replicates = 2 (3D7_CTRL, 3D7_ART, 3D7_TEMP, MRA_1241, *P. vivax* Mixed Culture, *P. vivax* Hypnozoites), 3 (MRA_1236, MRA_1240, PF_Mali Isolate, *E. coli*, *B. subtilis*), 4 (*P. vivax* Blood Stages).

Since these values came from transcriptome-only analyses and SNP exclusion was not possible (this was reflected in the much higher rates we observed for the *Plasmodium spp*. samples from SRA), we also calculated the SNV rates of in-house samples without SNP exclusion (∼2.1 × 10^–3^ across all sample replicates) (Figure 4). Interestingly, we observed that the SNV rates in *Plasmodium* species were consistently an order of magnitude higher than in bacteria, for which the reported error rates had been the highest to date (to the best of our knowledge).

## DISCUSSION

In this work, we show that SNVs arising from base substitutions occur pervasively and non-specifically at a rate of the order of one every kilobase in the transcriptomes *P. falciparum* across treatment conditions and strains. We also show that a majority of these SNVs are predicted to have a functional impact. Given their non-specific occurrence, we speculate that these SNVs are likely reflections of RNA Pol II errors.

It is also possible that *P. falciparum* has mechanisms facilitating RNA editing, another potential source of a subset of the SNVs we report. While our search did not yield any distinct sequence motifs, nor any high-confidence RNA-editing enzymes candidates (Supplementary Table S8), RNA editing may still be occurring in *P. falciparum* – the phenomenon in the parasite might be more akin to what is termed promiscuous editing (41) in humans, wherein repetitive elements in the human transcriptome, such as Alu elements, are widely edited. Given that the *P. falciparum* genome and transcriptome are AT(/AU)-rich, it is conceivable that such a form of RNA editing may be occurring in relatively low-complexity regions of the parasite transcriptome. However, the fact that replicate datasets of any given sample showed an overlap in SNVs of no greater than ∼10% indicates that RNA-editing is unlikely to be (solely) responsible for this pervasive variation.

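The overlap of replicates was counted separately for SNVs with 1, 2 and at least 3 variant reads. Among positions with 1 variant read in both libraries, replicates shared 1.39% ± 0.486 (SD, 10 pairs) of the smaller list. For 2 variant reads it was 1.09% ± 0.299 and for at least 3 it was 56.4% ± 8.72 (SD, 10 pairs). Of the positions with 1 variant read in a library, 3.26% ± 1.30 (SD, 20 ordered pairs) were called in another replicate with any number of reads, against 3.13% ± 0.939 of those with 2 and 57.6% ± 8.47 of those with at least 3. If positions were drawn at random over the genome, replicates would share 54.5 positions on average, and they shared 3742, a mean ratio of 69.3. SNVs can only be called in covered sequence, so part of this ratio may come from coverage. Lists drawn at random from the positions called in any library would give a ratio of 55.4. These positions come from the same lists, so this ratio is not a chance level and decides nothing about the replicates. The mean ratio lay below it for 3D7 libraries of different treatment (54.0), different MRA lines (25.9) and MRA and 3D7 libraries (13.6). From the non-specific occurrence of the SNVs, the paper speculates that they are likely to reflect errors of RNA polymerase II, and it leaves RNA editing open as the source of a subset.

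**Figure D2:**
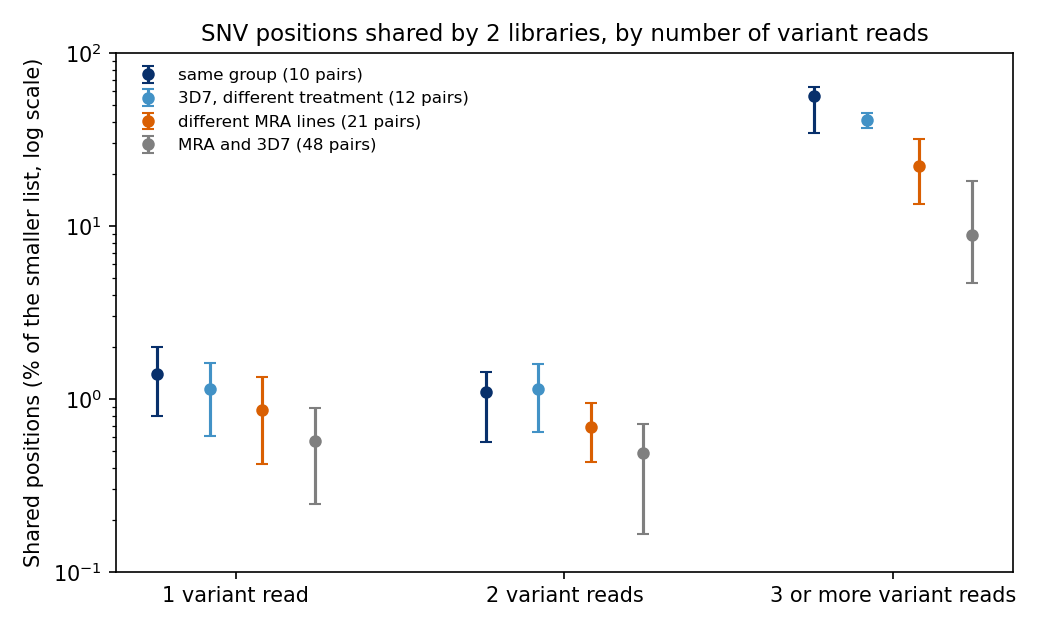
Percentage of SNV positions shared by 2 libraries, of the smaller list and on a log scale, for SNVs with 1, 2 and at least 3 variant reads, with points for means over pairs and bars from the lowest to the highest pair. Replicates of the same group share 1.39% of positions with 1 variant read and 56.4% of those with at least 3.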

This aforementioned AT-richness is also a characteristic of the *Plasmodium* genus, and specifically *P. falciparum* that research is still unable to fully explain. 

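Substitutions of A or T by G or C made up 53.3% ± 2.96 (SD, n = 14 libraries) of the total and the reverse changes 17.6% ± 2.20 (SD). In MRA libraries the shares were 54.9% ± 2.74 and 16.3% ± 1.88 (SD, n = 8), and in 3D7 libraries 51.2% ± 1.69 and 19.4% ± 1.13 (SD, n = 6). These percentages have all substitutions as their denominator. They do not take into account how many A, T, G and C bases were read.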

Our data shows that A and T are the most likely to change (as would be expected from an AT-rich starting point), Gs and Cs are more likely to be misincorporated (Figure 2C). As a result, it seems that the net effect of the SNVs in *P. falciparum* is of a compensating nature, in the context of nucleotide bias. We also observe such a pattern when comparing %GC values for WGS data and the corresponding RNAseq datasets, with the %GC rising a little in the transcriptome (Supplementary Table S10). Previous work (20) suggests that a large number of SNVs (as highly specific, recoding RNA editing events) in cephalopods represents a paradigm of low levels of genetic mutation, and correspondingly high levels of transcriptomic mutations (which provide the requisite protein diversity). In *Plasmodium*, if the numerous SNVs we report actually do lead to a nucleotide-bias compensation, then an analogous paradigm may be in play, and this may, in part, explain why the *Plasmodium* genome itself retains its AT-richness.

Indeed, this AT-richness was a preeminent concern to us since it opened up the possibility that the abundance of transcriptional SNVs we observed could be down to a handful of confounding factors. The first of these was a biological issue—the possibility of the parasite's RNA pol II exhibiting slippage or becoming more error-prone in AT-rich swathes of the genome. Recent work showed that the translational machinery of *P. falciparum* can handle the AT-richness of its genome effectively (42). In one of their experiments, the authors noted that the abundance of polyA-containing reporter mRNAs, as measured using Real-Time Quantitative Reverse Transcription PCR, was comparable to that of control (non-polyA-containing) reporter mRNAs in *P. falciparum*. This implies that the transcriptional machinery in the parasite is likely *also* adept at handling the AT-richness of the parasite's genome. This fact, taken together with our data would seem to indicate that most of the SNVs we observed, while they might be reflections of an inherent transcriptional (i.e. RNA Pol II mediated) error rate, are not entirely explicable by simply the relatively lower complexity of the parasite's transcriptome. It also leaves open the question of whether this points to the possibility that the parasite RNA pol II has evolved to this state of stability on an AT-rich landscape.

Another, larger source of concern was the possibility of the parasite's AT-richness causing technical errors during the library preparation phase of NGS. However, our results (especially our observation that the AT-richness of a gene is not significantly correlated to the variation in that gene) suggest that the analysis strategies and filtering we employed have mitigated such false-positives to a significant degree. We also sought to reduce technical errors in general, namely errors in sequencing, errors associated with PCR, and errors made by the reverse transcriptase enzyme during cDNA preparation. Quality trimming of the raw data (Methods), as well as the quality cutoff built into REDItools2.0, mitigated sequencing errors by omitting low quality data, i.e. ambiguous sequence calls, from further analysis. We used read depth cutoffs at two filtering stages: first, when filtering the initial variant calls, and second, when filtering variant calls made on deduplicated data (Methods). These steps mitigated errors introduced into reads during PCR, since such errors would not pass the read depth cutoff following data deduplication. Lastly, as described above in the second instance of data filtration, we retained only those SNVs where the RNA coverage was at least 5 reads: the aforementioned deduplication means that the SNVs thus retained were covered by at least 5 *unique* reads. 

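The filters act on the number of reads that cover a position and on the frequency of variation. The number of reads that carry the variant base was counted here. In 3D7 libraries, 55.8% ± 1.34 of SNV positions (SD, n = 6) had a single variant read, 32.7% ± 1.16 had 2 and 11.5% ± 2.00 had at least 3. The shares in MRA libraries were 30.4% ± 1.27, 56.5% ± 4.96 and 13.1% ± 5.12 (SD, n = 8). The share with 1 read differed between the families by more than the spread in either (two-sided exact permutation test, p = 0.000333, the smallest possible), and the share with at least 3 did not (exact permutation p = 0.479). Over all 14 libraries, 41.3% of positions had 1 variant read and 46.3% had 2. Both mates of a read pair can cover the same base, and the tables do not tell such mates from reads of separate molecules. The alternative that moved the share with 1 read most was a minimum RNA coverage of 10 reads, with 10.2%. The rate of SNVs with at least 3 variant reads was 0.207 ± 0.0830 per kb (SD, n = 8) in MRA and 0.159 ± 0.0280 (SD, n = 6) in 3D7 libraries.

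**Figure D3:**
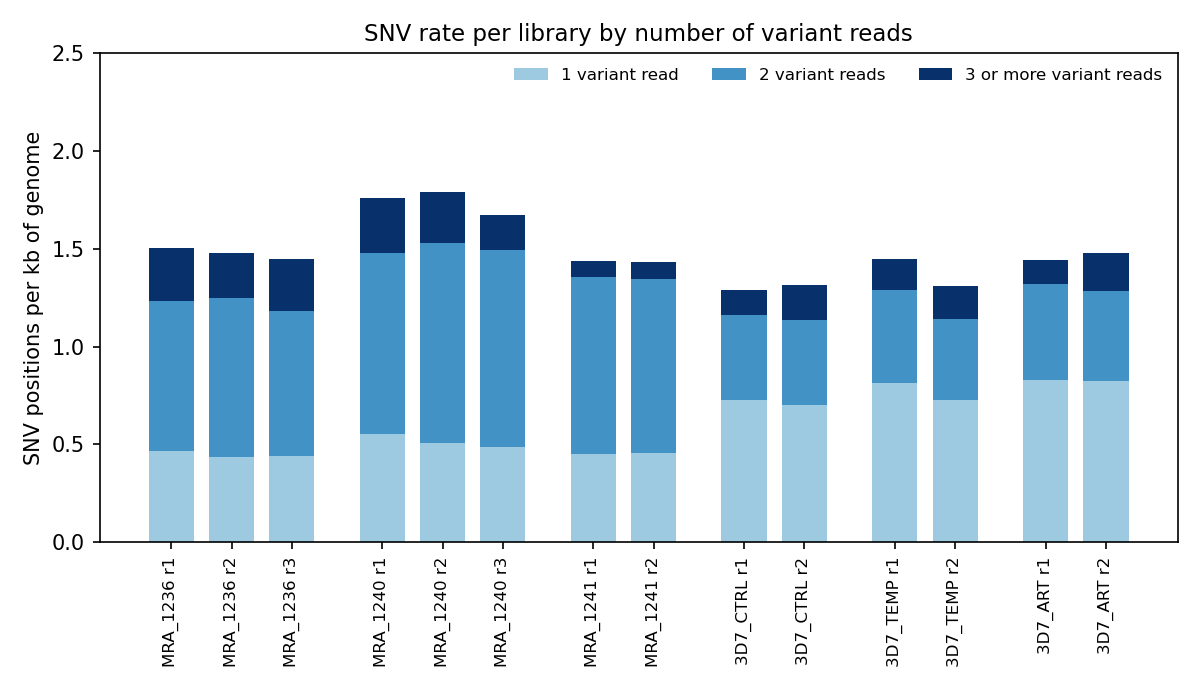
SNV positions per kb of genome in each of the 14 libraries, stacked by the number of variant reads at the position (1, 2, and 3 or more). Positions with 1 variant read make up 55.8% of the total in 3D7 libraries and 30.4% in MRA libraries, and those with 3 or more 11.5 and 13.1%.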

We expect that this significantly lowers the probability of reverse transcriptase errors being retained in the final set of variants, since it is extremely unlikely that the enzyme will make an error corresponding to the same gene locus on several unique reads, which by definition do not share a common start and end position in alignment. We thus expect that quality-control of the raw data and stringent filtering of the results of our analysis have together significantly mitigated technical artefacts, and the SNVs we report are biological in origin.

An intriguing observation we made in this study was the apparent lack of a positive association and indeed a negative, non-linear relationship between }{}${\boldsymbol{\Sigma }}$SNV Freq and gene expression (Supplementary Figure S5). Unfortunately, we do not have an exact explanation for this observation. One possibility is the presence of an as-yet unknown RNA-surveillance mechanism that controls the number of errors occurring in transcripts associated with a gene. An analogous mechanism has been predicted in *E. coli*, where transcriptional error rates were found to be lowest in highly abundant proteins, on which selection is expected to act more strongly and in which the consequences of high error rates would likely be most significant (43). Our observations indicate the possible presence of such a mechanism in *P. falciparum*, although we are unable to elucidate its precise nature in the present work, and we look forward to interpretations from the field.

In summary, just as clonal *P. falciparum* cultures exhibit an inherent variation in gene expression levels (1,3–6), our results suggest that heterogeneity at the sequence level could add a layer of complexity to the overall diversity of the parasite's eventual phenotype. We speculate that it could be another source of variation characteristic of the parasite, conceivably arising from transcription errors, allowing a population of genetically identical cells to be phenotypically plastic to stresses or challenges, and facilitate a bet-hedging strategy in the face of various stressors. Recent work showed that the transcriptional and translational machinery of *P. falciparum* could handle the AT-richness of its genome effectively (42). This fact, taken together with our data would seem to indicate that most of the SNVs we observed, while they might be reflections of an inherent transcriptional (i.e. RNA Pol II mediated) error rate, are likely not entirely explicable by simply the relatively lower complexity of the parasite's transcriptome. Therefore, we anticipate that our observations, which may be generalisable for other pathogenic parasite, will lead to further investigations into the exact source(s) and consequences of the pervasive SNVs that seem characteristic of *P. falciparum*, with regard to its basic biology, possible clinical implications of such variation, and its potential interplay with the previously reported phenomena of gene-expression level variation as well as structural variations in the *Plasmodium* transcriptome.

## DATA AVAILABILITY

All custom code written for the analysis described herein as well as for generating figures is deposited at https://github.com/bruhad-dave/Contextualize-SNVs. REDItools 2.0 (25) is available at https://github.com/tizianoflati/reditools2.0. Other code used in this work is included in Supplementary Information. Raw RNAseq data, along with the corresponding final list (filtered, deduplicated) of variants as REDItools 2.0 output tables as well as raw gene abundance estimates as calculated by Salmon are deposited in GEO with accession GSE179055. Raw WGS data is deposited in SRA with BioProject ID PRJNA741726.

## Supplementary Material

lqac036_Supplemental_Files Click here for additional data file.

# Supplementary material for: Pervasive sequence-level variation in the transcriptome of Plasmodium falciparum
**Source:** NAR Genom Bioinform. 2022 May 17;4(2):lqac036. doi: 10.1093/nargab/lqac036
**Supplement:** lqac036_Supplemental_Files

Pervasive sequence-level variation in the transcriptome of *Plasmodium falciparum*

Bruhad Dave^1^, Abhishek Kanyal^1^, D. V. Mamatharani^1^ and Krishanpal Karmodiya^1^*

# Supplementary Tables legends

All supplementary Tables are provided in a separate file.

**Supplementary Table S1** contains a comprehensive overview of the transcriptome data presented in this work, including sample names, sources of data, the number of SNV positions and the SNV rate (per kilobase) calculated for each sample before and after filtering & downstream analysis. In both cases, the columns containing the descriptor “Post-Processing” indicate that the values noted there have been calculated after the annotation of the REDItools RNAtable with the corresponding DNAtable, the filtering of this merged table, and the second round of REDItools performed using deduplicated BAM files and this merged table. STable1 also contains the sequencing and alignment properties of each sample and replicate -- it contains the average read length, the number of input reads, the % of reads aligned and unaligned, the number of reads aligned, the genome length (in base pairs) used for SNV rate calculation and sequencing depth calculation, and “genome coverage”, an ad hoc value representing sequencing depth of aligned reads, calculated as the number of nucleotides aligned in each sample divided by the genome length. Alignment statistics for all samples except bacteria are from the respective STAR Log.final.out files; statistics for the bacterial transcriptome were extracted from BWA-aligned output using samtools.

**Supplementary Table S2** records the number of genes which were affected by SNVs for each sample. In order to arrive at the frequency, RNA coverage and DNA coverage cutoff values for the merged REDItools table, we used a range of cutoffs and plotted the number of values retained after filtering with that cutoff.

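Table S2 gives the number of genes with at least 1 SNV after annotation with the Ensembl gene set. The numbers obtained here with the RefSeq gene table exceeded those of Table S2 in MRA libraries by a factor of 1.035 to 1.042. In 3D7_ART the ratios were 1.055 and 1.03, in 3D7_TEMP 1.09 and 1.10, and in 3D7_CTRL 0.991 and 1.02 for replicates 1 and 2.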

**Supplementary Table S3:** For DNA coverage cutoff estimation, the Frequency and RNA coverage cutoffs were kept at 0.1 and 5 respectively **(Supplementary Figure S1)**

**Supplementary Table S4:** For the RNA coverage cutoff estimation, Frequency and DNA coverage cutoffs were kept at 0.1 and 10 respectively **(Supplementary Figure S2)**.

**Supplementary Table S5:** For frequency cutoff estimation, the DNA coverage and RNA coverage cutoffs were kept at 10 and 5 respectively **(Supplementary Figure S3).**

**Supplementary Table S6** contains data about hits corresponding to each type of base change, where X > Y indicates nucleotide X changing to nucleotide Y. **Table S6-A** shows the number of hits for each X > Y combination and **Table S6-B** shows the proportion of each change type as percentage of each type out of the total.

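The substitutions of Table S6 can be compared with the files in pairs that are the same change read on opposite strands, such as A-to-G and T-to-C. The number of substitutions and the sum of each of these pairs were equal to those counted from the files in 14 of 14 libraries. The split within pairs was not. A-to-G exceeded T-to-C in 14 of 14 libraries of Table S6 and in 5 of 14 as counted from the files, and G-to-A exceeded C-to-T in 14 and in 4 libraries. The mean shares in Table S6 are 28.6% for A-to-G, 20.3% for T-to-C, 8.48% for G-to-A and 3.98% for C-to-T, which are the paper's values. In genes of known strand, read in the orientation of the transcript, the shares were 30.5, 20.2, 8.67 and 3.89% in the same order. These lie closer to Table S6 than the shares as the files give the bases (24.4, 24.5, 6.21 and 6.25%). For A-to-T and T-to-A, the shares as the files give them lie closer. The paper's text does not name the strand on which the bases of this table are given, and an orientation by transcript is possible.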

**Supplementary Table S7** describes base change patterns, where X> nucleotide X changing to another nucleotide, and >X indicates that a reference nucleotide changed to nucleotide X. **Table S7-B** records the number of hits corresponding to each shift type and **Table S7-A** records the same data as percentages of total.

**Supplementary Table S8** describes the results of a BLAST based search for potential RNA-editing enzymes, using known RNA-editing enzymes from *H. sapiens* and *T. brucei* as query sequences. Column 1: the source organism of the BLAST query sequence; column 2: gene name associated with query sequence; column 3: domain of protein used as query sequence (sequence start index-sequence end index); column 4: gene names of *P. falciparum* genes matching the query sequence; column 5: annotated function of the matches recorded in *P. falciparum* (source of annotation data: PlasmoDB); column 6: BLAST match score; column 7: E-value of the match; column 8: gene ontology terms relevant to putative RNA editing activity (if any).

**Supplementary Table S9** records the number of SNVs annotated to a specific predicted functional effect. “Intronic” indicates that the SNV was predicted to be in an intronic region, “Non-coding” indicates that the SNV occurred in a non-coding region of a transcript, “Missense” indicates that the SNV caused a non-synonymous amino acid change, “Start_lost” indicates that the SNV resulted in a start codon being changed, “Stop_gained” indicates that the SNV led to a premature stop codon forming, “Stop_lost” indicates the mutation of a stop codon to an amino acid codon, “Splicing” indicates that the SNV caused a splicing variant, “Synonymous” indicates a mutation of the reference amino acid into a synonymous one, “ncRNA Exon” indicates that the SNV occurred in a non-coding transcript. **Table S9-A** records the number of SNVs associated with each functional prediction and **Table S9-B** records the same data as the percentage total.

**Supplementary Table S10** shows the GC content of the quality-trimmed fastq files for each WGS sample and the corresponding RNAseq replicates. In the table, %GC for a sample is calculated as the average %GC of the two fastq files (forward and reverse) for each dataset; the values used for this calculation are as reported in the FastQC summary html file.

# Supplementary Figures legends

**Supplementary Figure S1:** Number of Hits Retained at Varying DNA coverage Cutoffs. “No Filter” on the X-axis represents a dataset from which genomic variations and invariant RNA loci have been removed, but no further filter has been applied. Y-Axis breakpoints placed for clarity at 50,000 and 100,000.

**Supplementary Figure S2:** Number of Hits Retained at Varying RNA coverage Cutoffs. “No Filter” on the X-axis represents a dataset from which genomic variations and invariant RNA loci have been removed but no further filter has been applied. Y-Axis breakpoints placed for clarity at 50,000 and 100,000.

**Supplementary Figure S3:** Number of Hits Retained at Varying Frequency Cutoffs. “No Filter” on the X-axis represents a dataset from which genomic variations and invariant RNA loci have been removed but no further filter has been applied. Y-Axis breakpoints placed for clarity at 150,000 and 450,000.

**Supplementary Figure S4:** Extent of Overlap Between Replicates. Samples labels are outside the Venn diagram; each circle represents one replicate; the total number of SNVs post-filtering are noted for each replicate and numbers in overlaps represent the number of SNV positions common between replicates. An SNV is considered to be common between replicates if it is located in the same position.

**Supplementary Figure S5:** Relationship Between the 𝜮SNV Freq in a Gene and its expression in Transcripts per Million (TPM). X-axis represents TPM.

**Supplementary Figure S6:** Relationship Between the 𝜮SNV Freq in a Gene and Its AT-Content (as percentage of total). “r” indicates Pearson's correlation coefficients.

**Supplementary Figure S7:** Spectrum of Amino Acid Changes in MRA and PF3D7 Lines. Darker colours indicate higher frequency; heatmaps record the frequency of amino acid changes from amino acids on the horizontal axis to those on the vertical axis.

**Supplementary Figure S8:** Abundant Dinucleotide Patterns Flanking SNV Positions. The vertical axis shows the most abundant flanking dinucleotides around each SNV position, where the reference/focal base is recorded on the horizontal axis. Empty panels in the heatmaps indicate frequencies of occurrence of less than 150.

**Supplementary Figure S9:** Relationship Between the 𝜮SNV Freq in a Gene and its length in bases. “r” indicates Pearson's correlation coefficients.

# Supplementary Figure S1

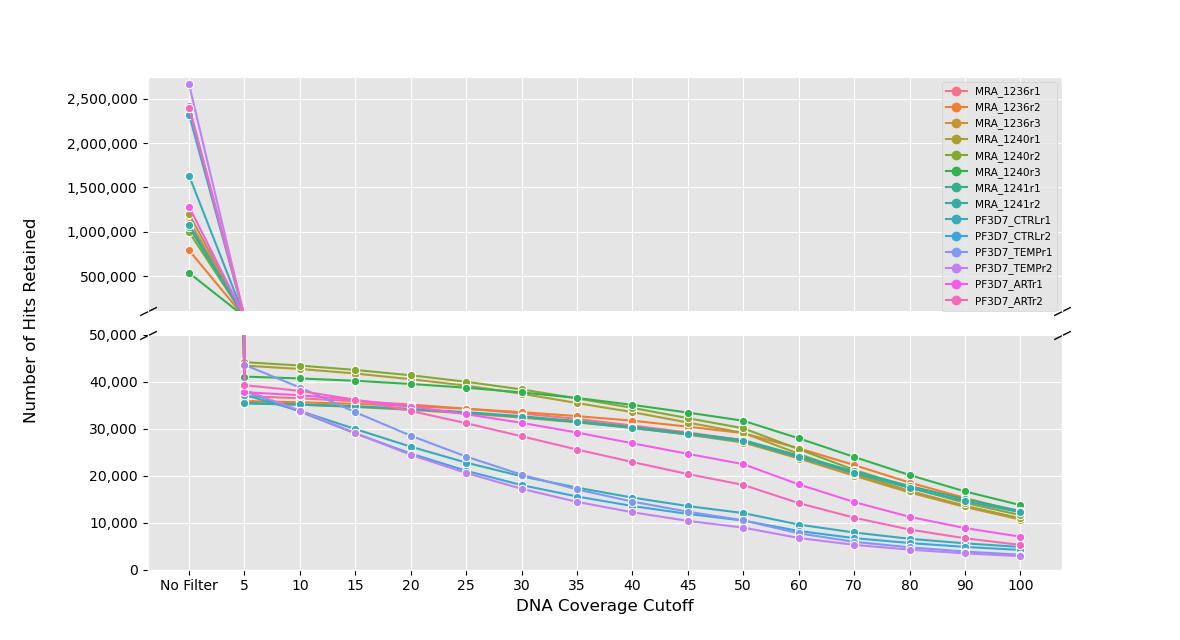

# Supplementary Figure S2

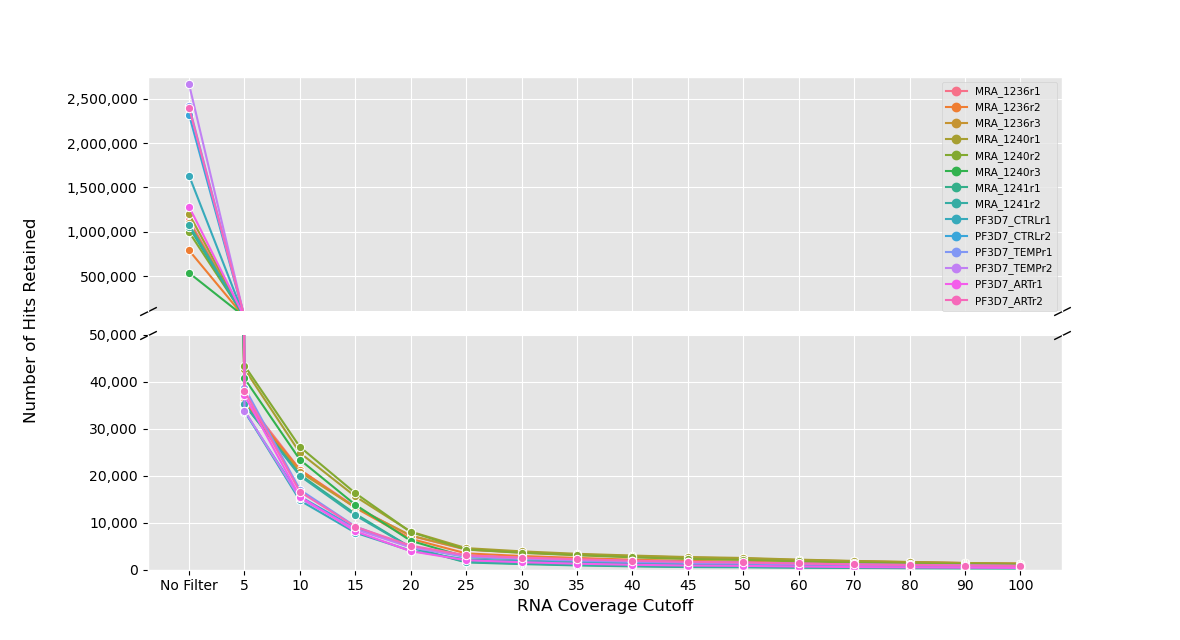

# Supplementary Figure S3

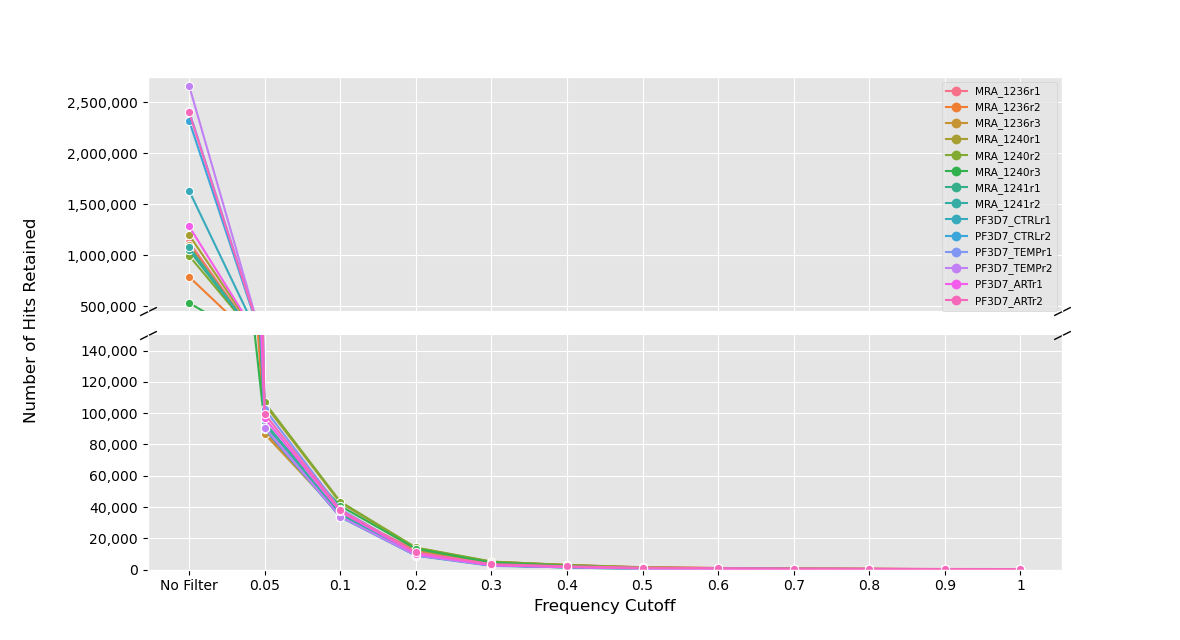

# Supplementary Figure S4

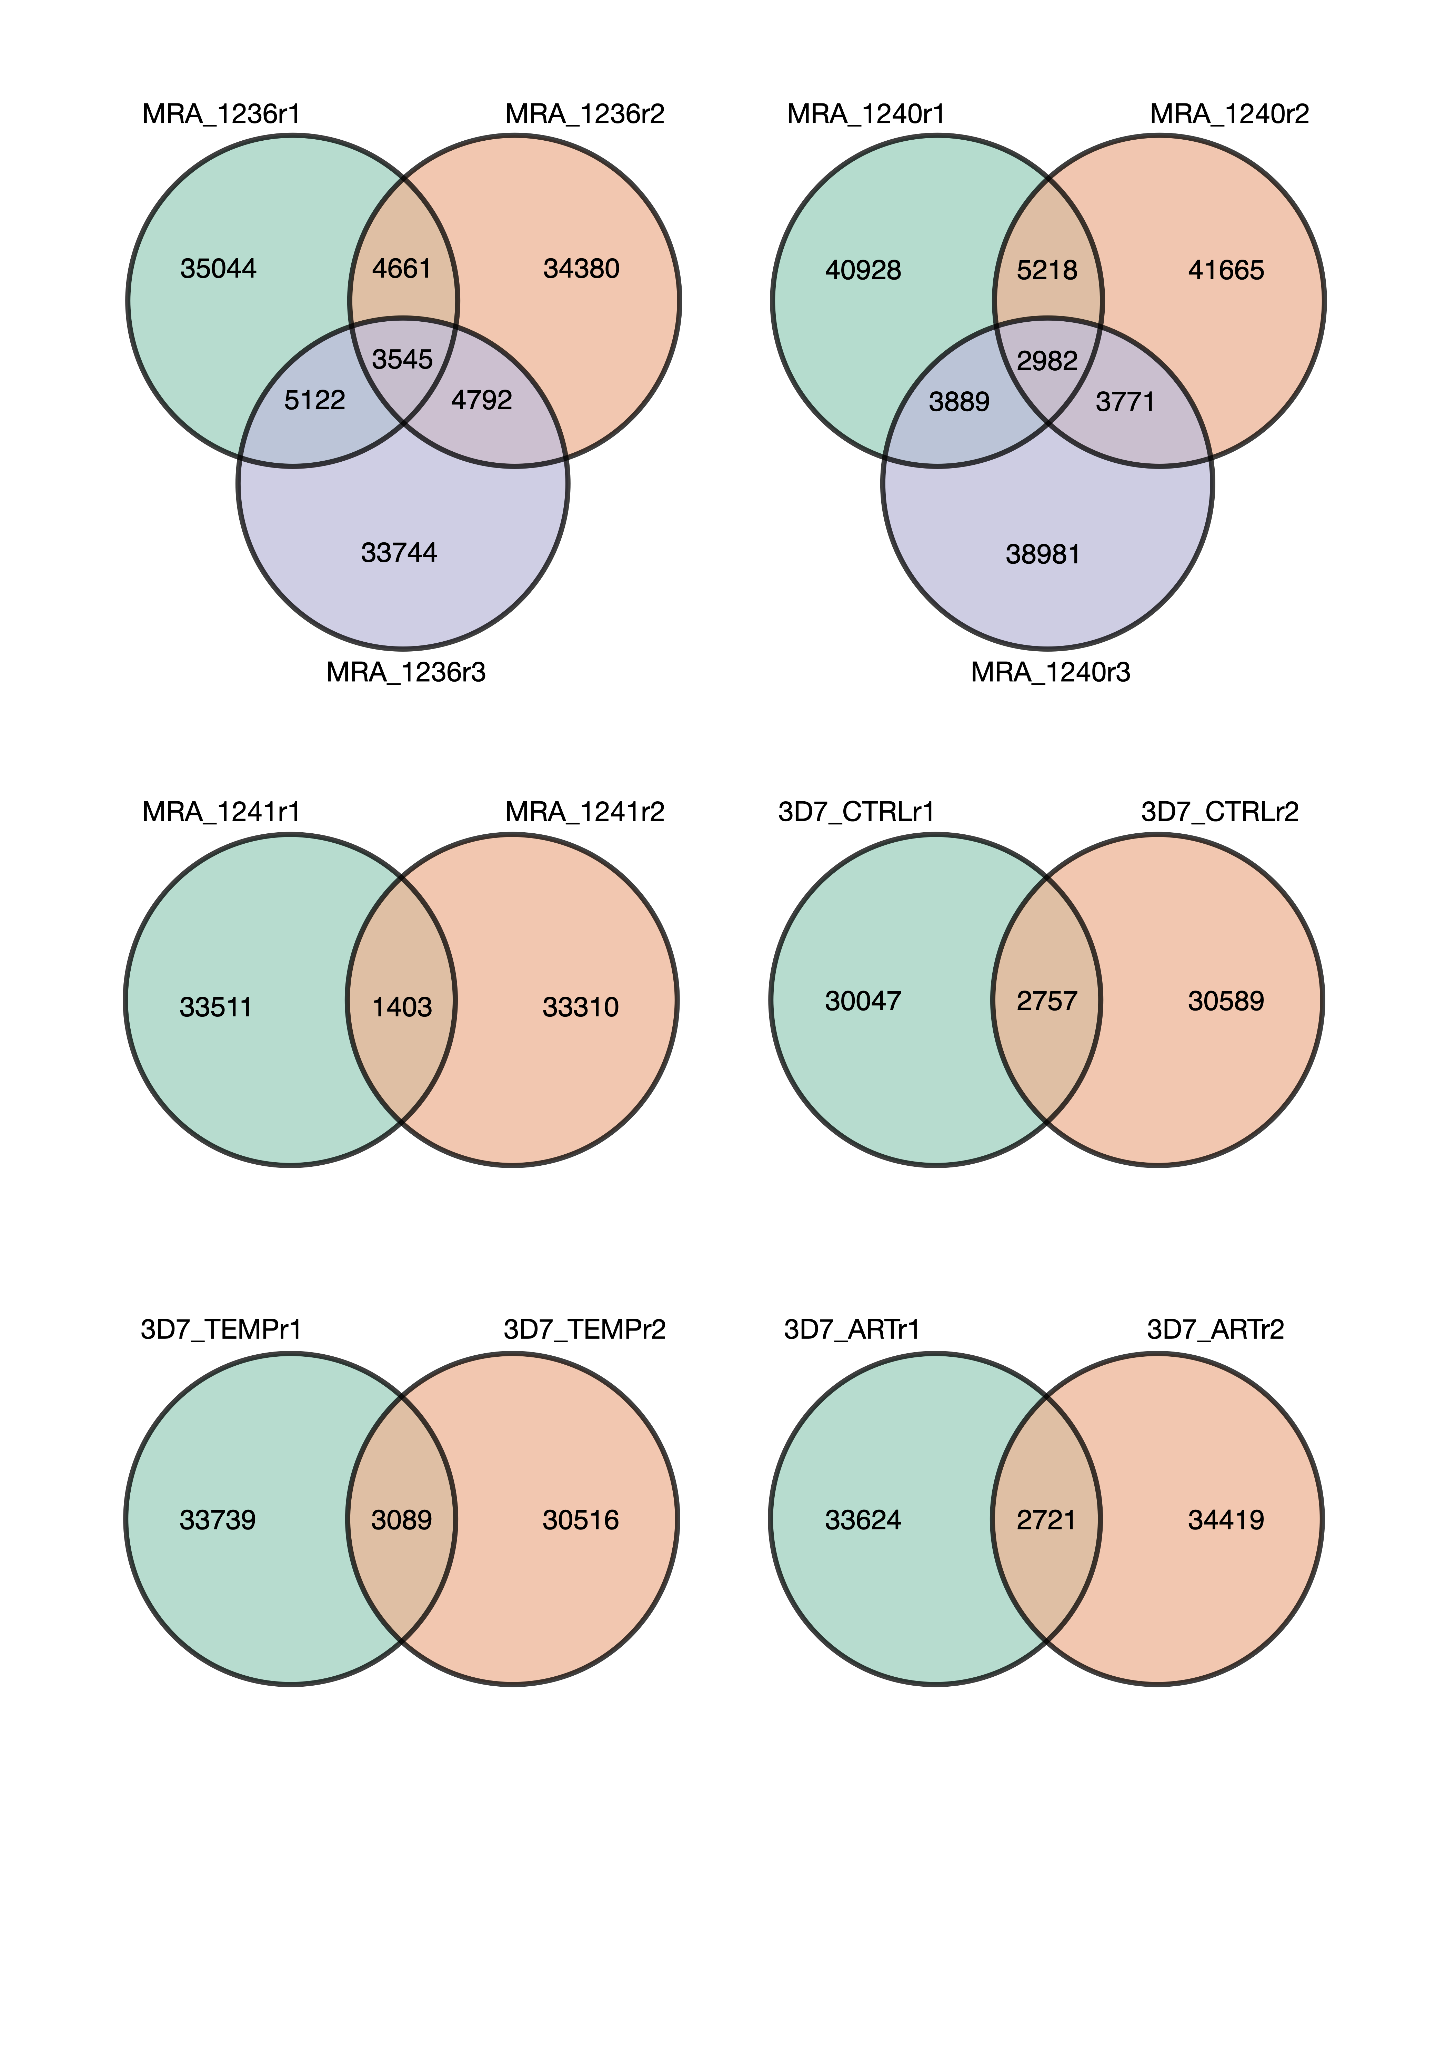

# Supplementary Figure S5

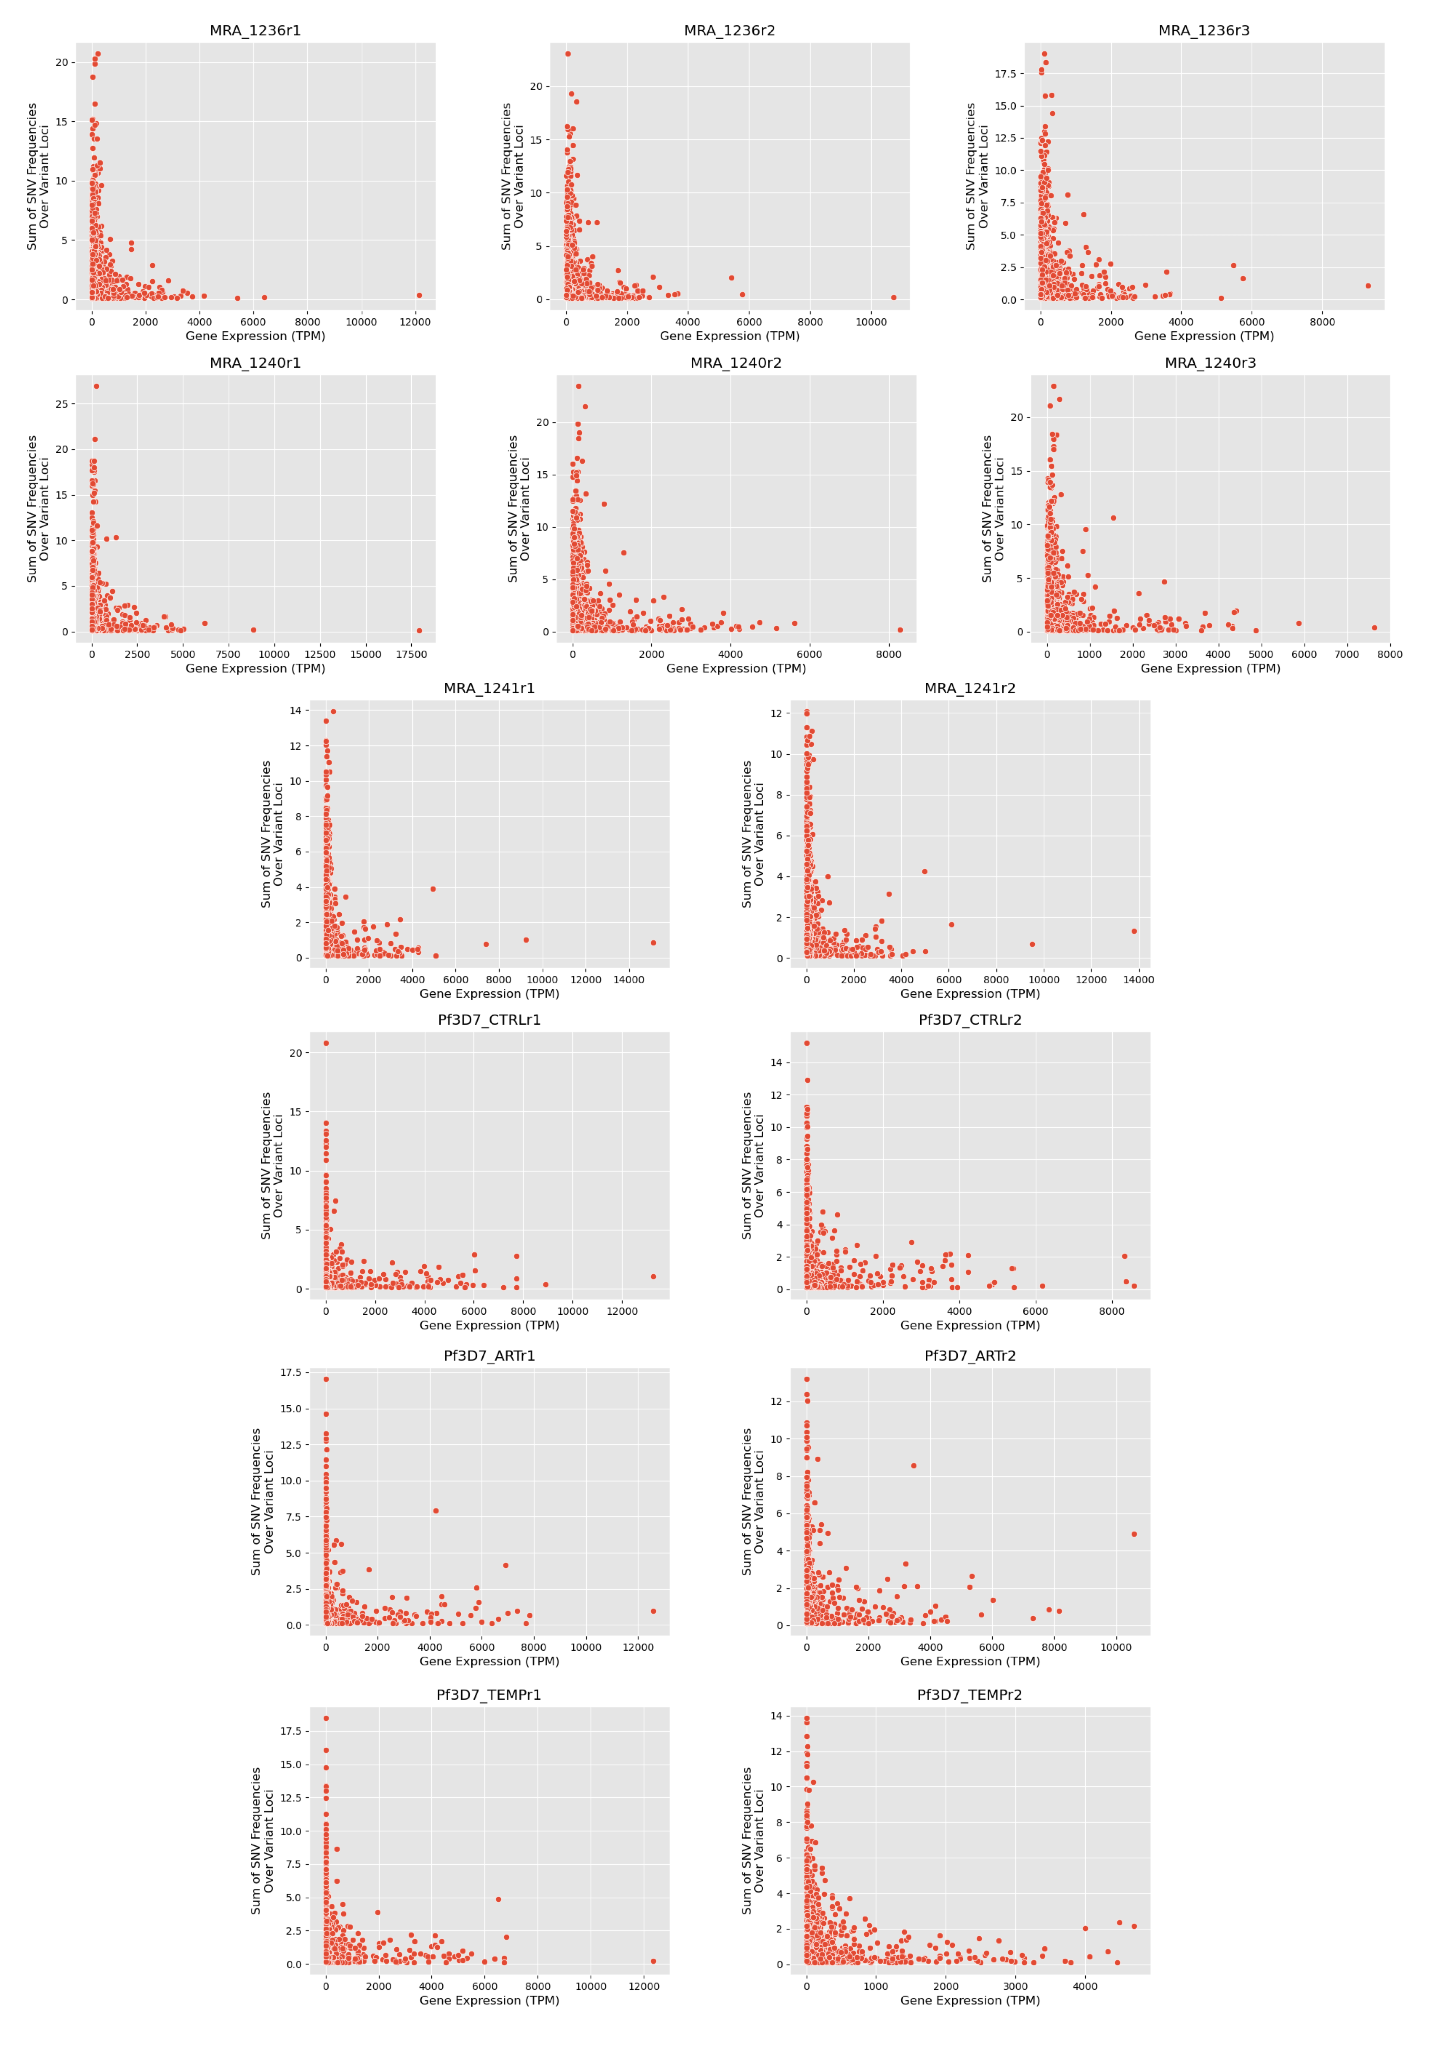

# Supplementary Figure S6

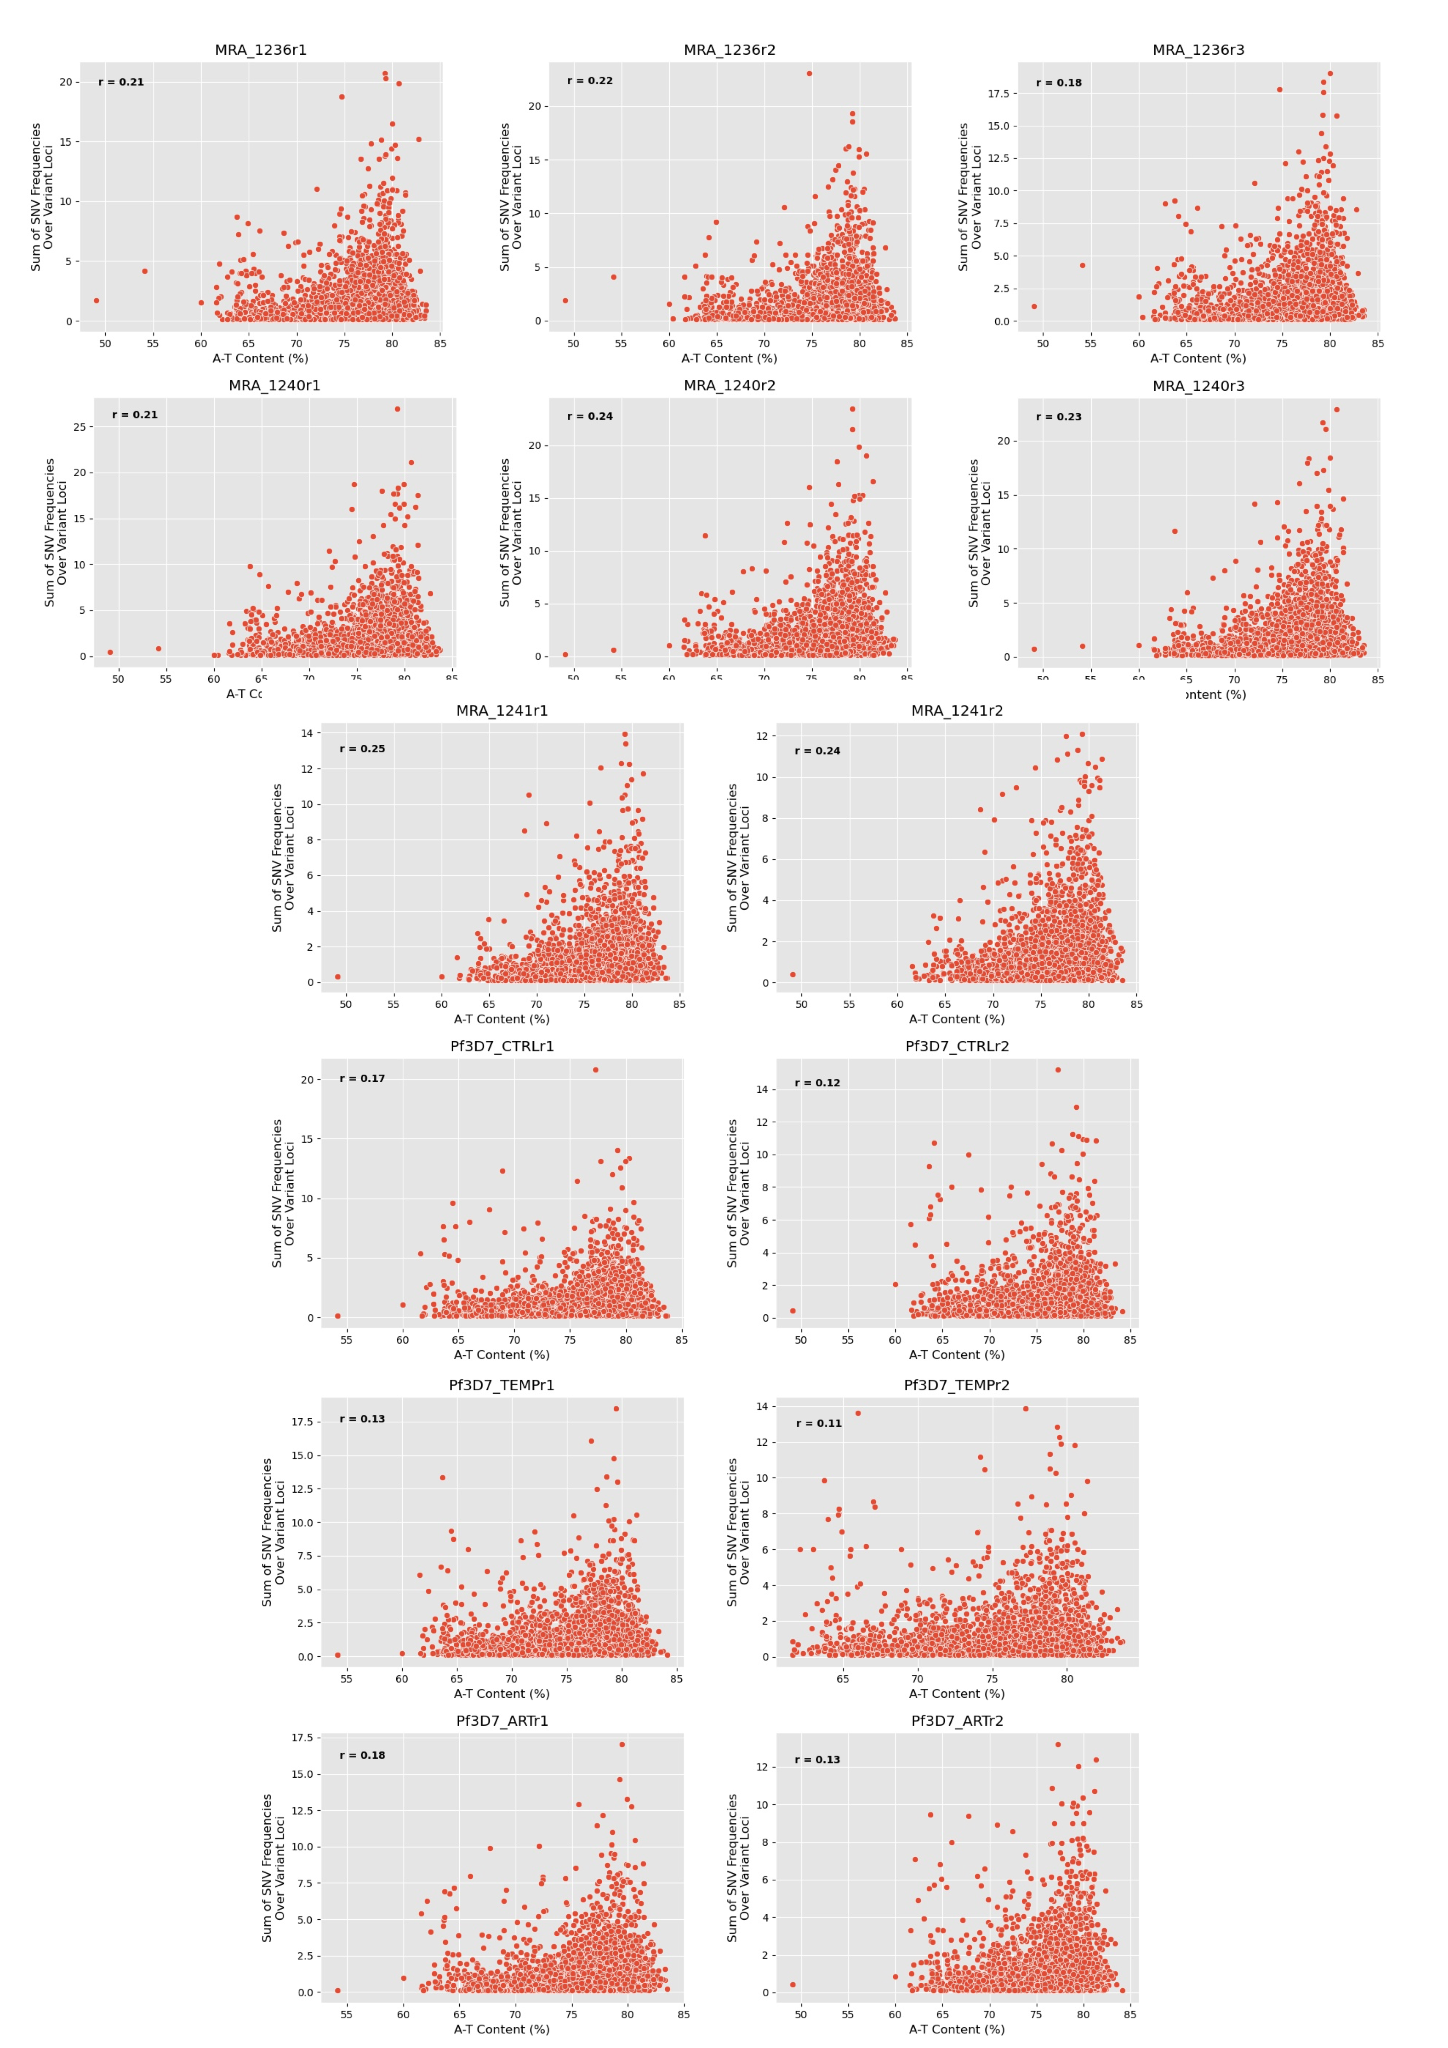

# Supplementary Figure S7

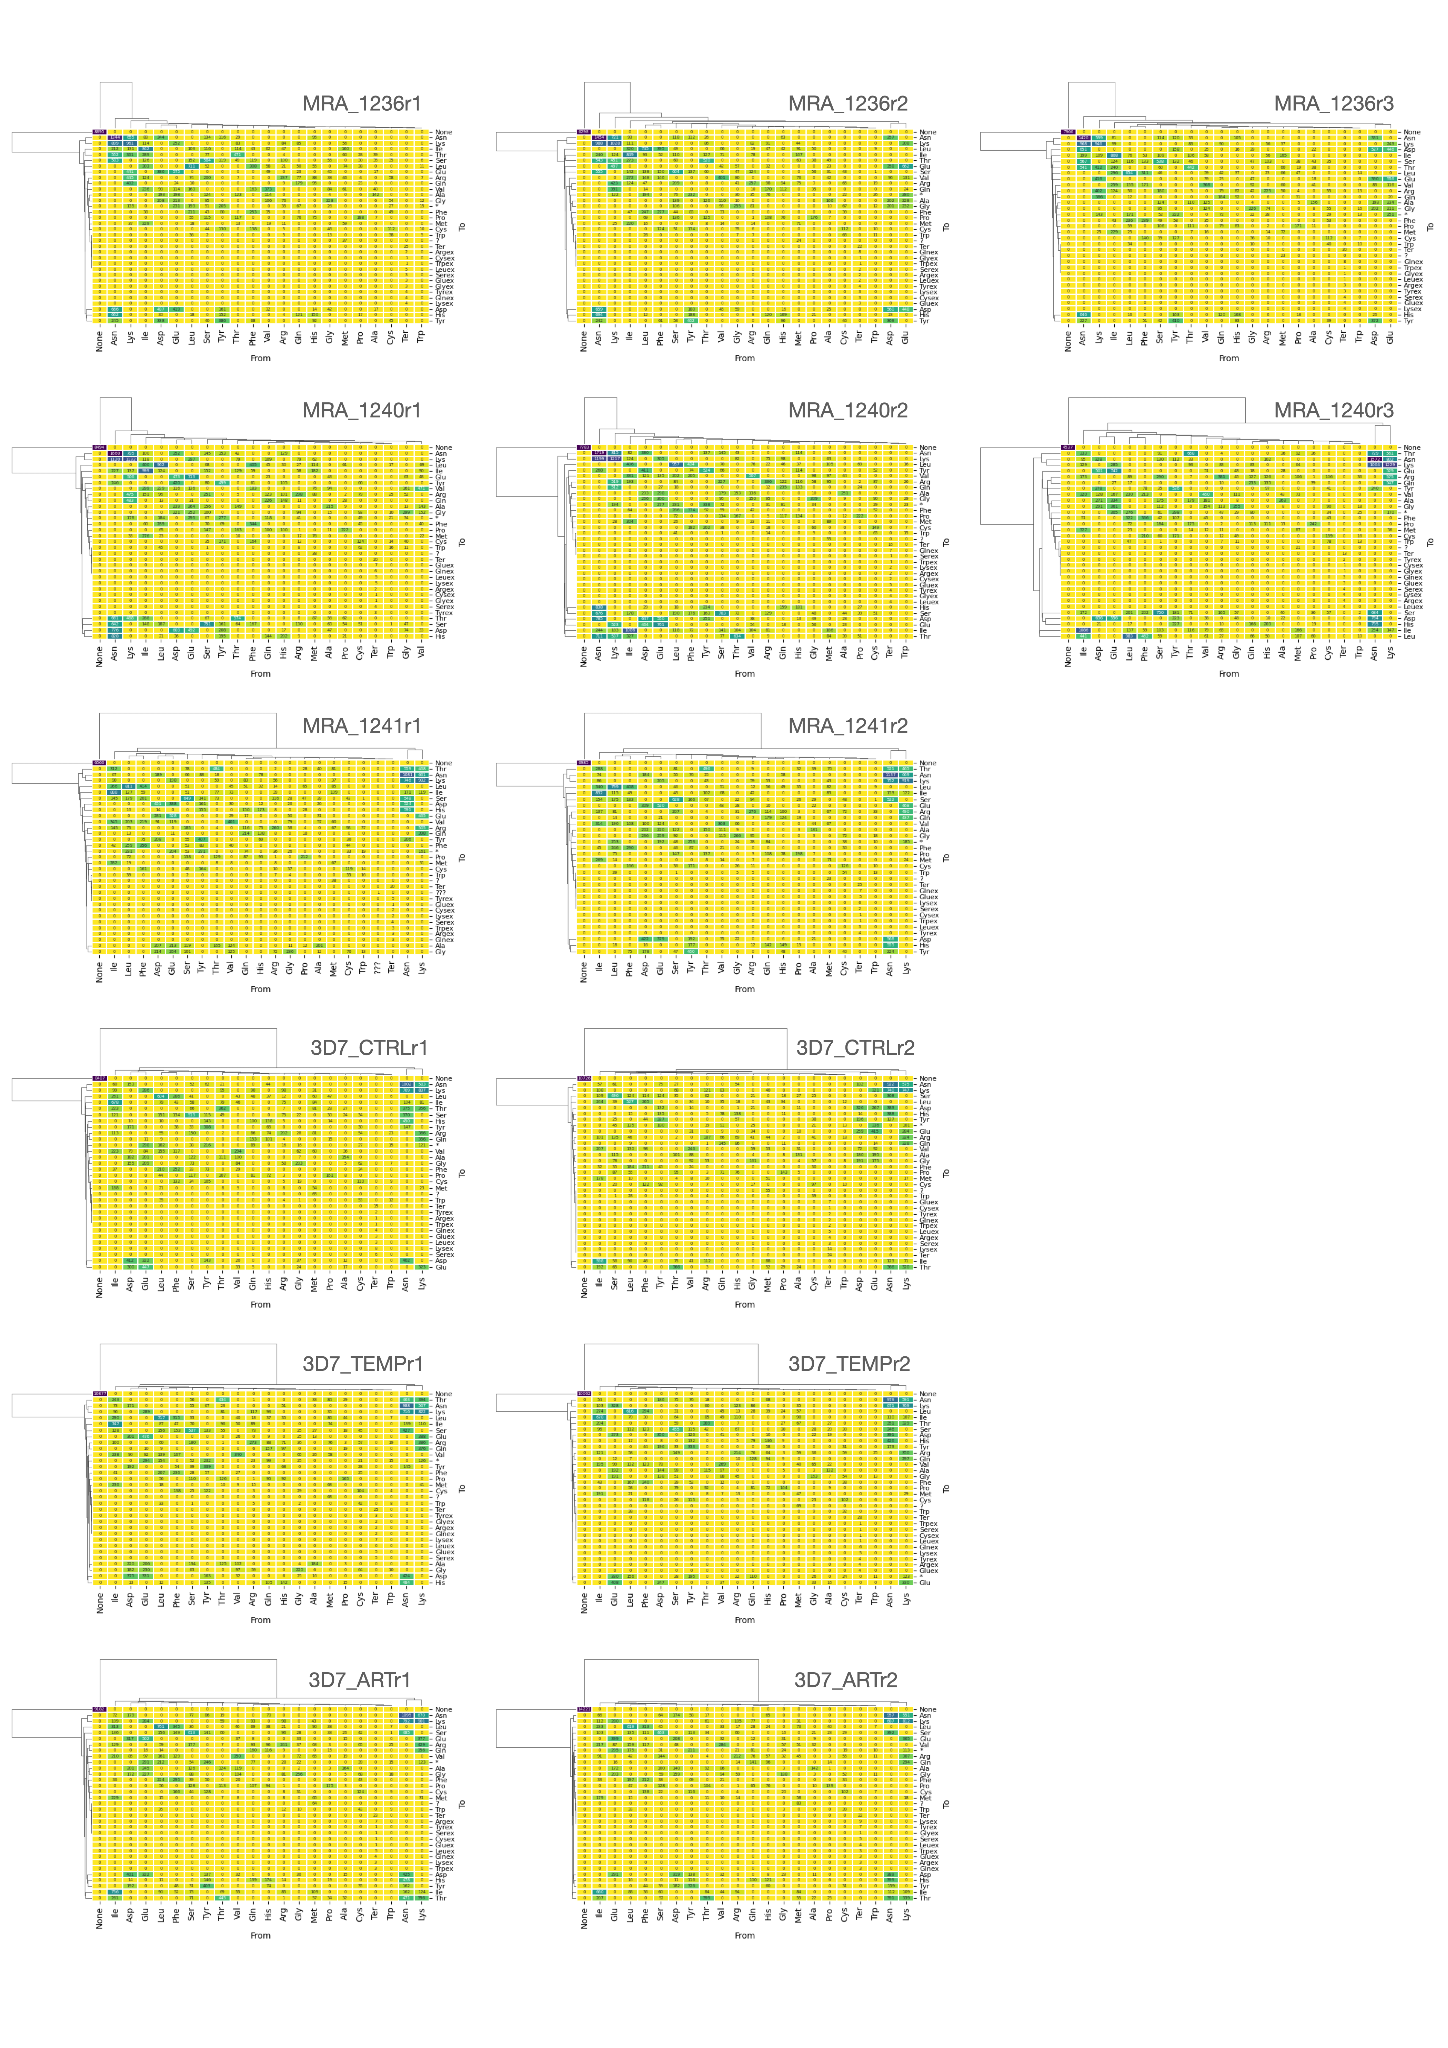

# Supplementary Figure S8

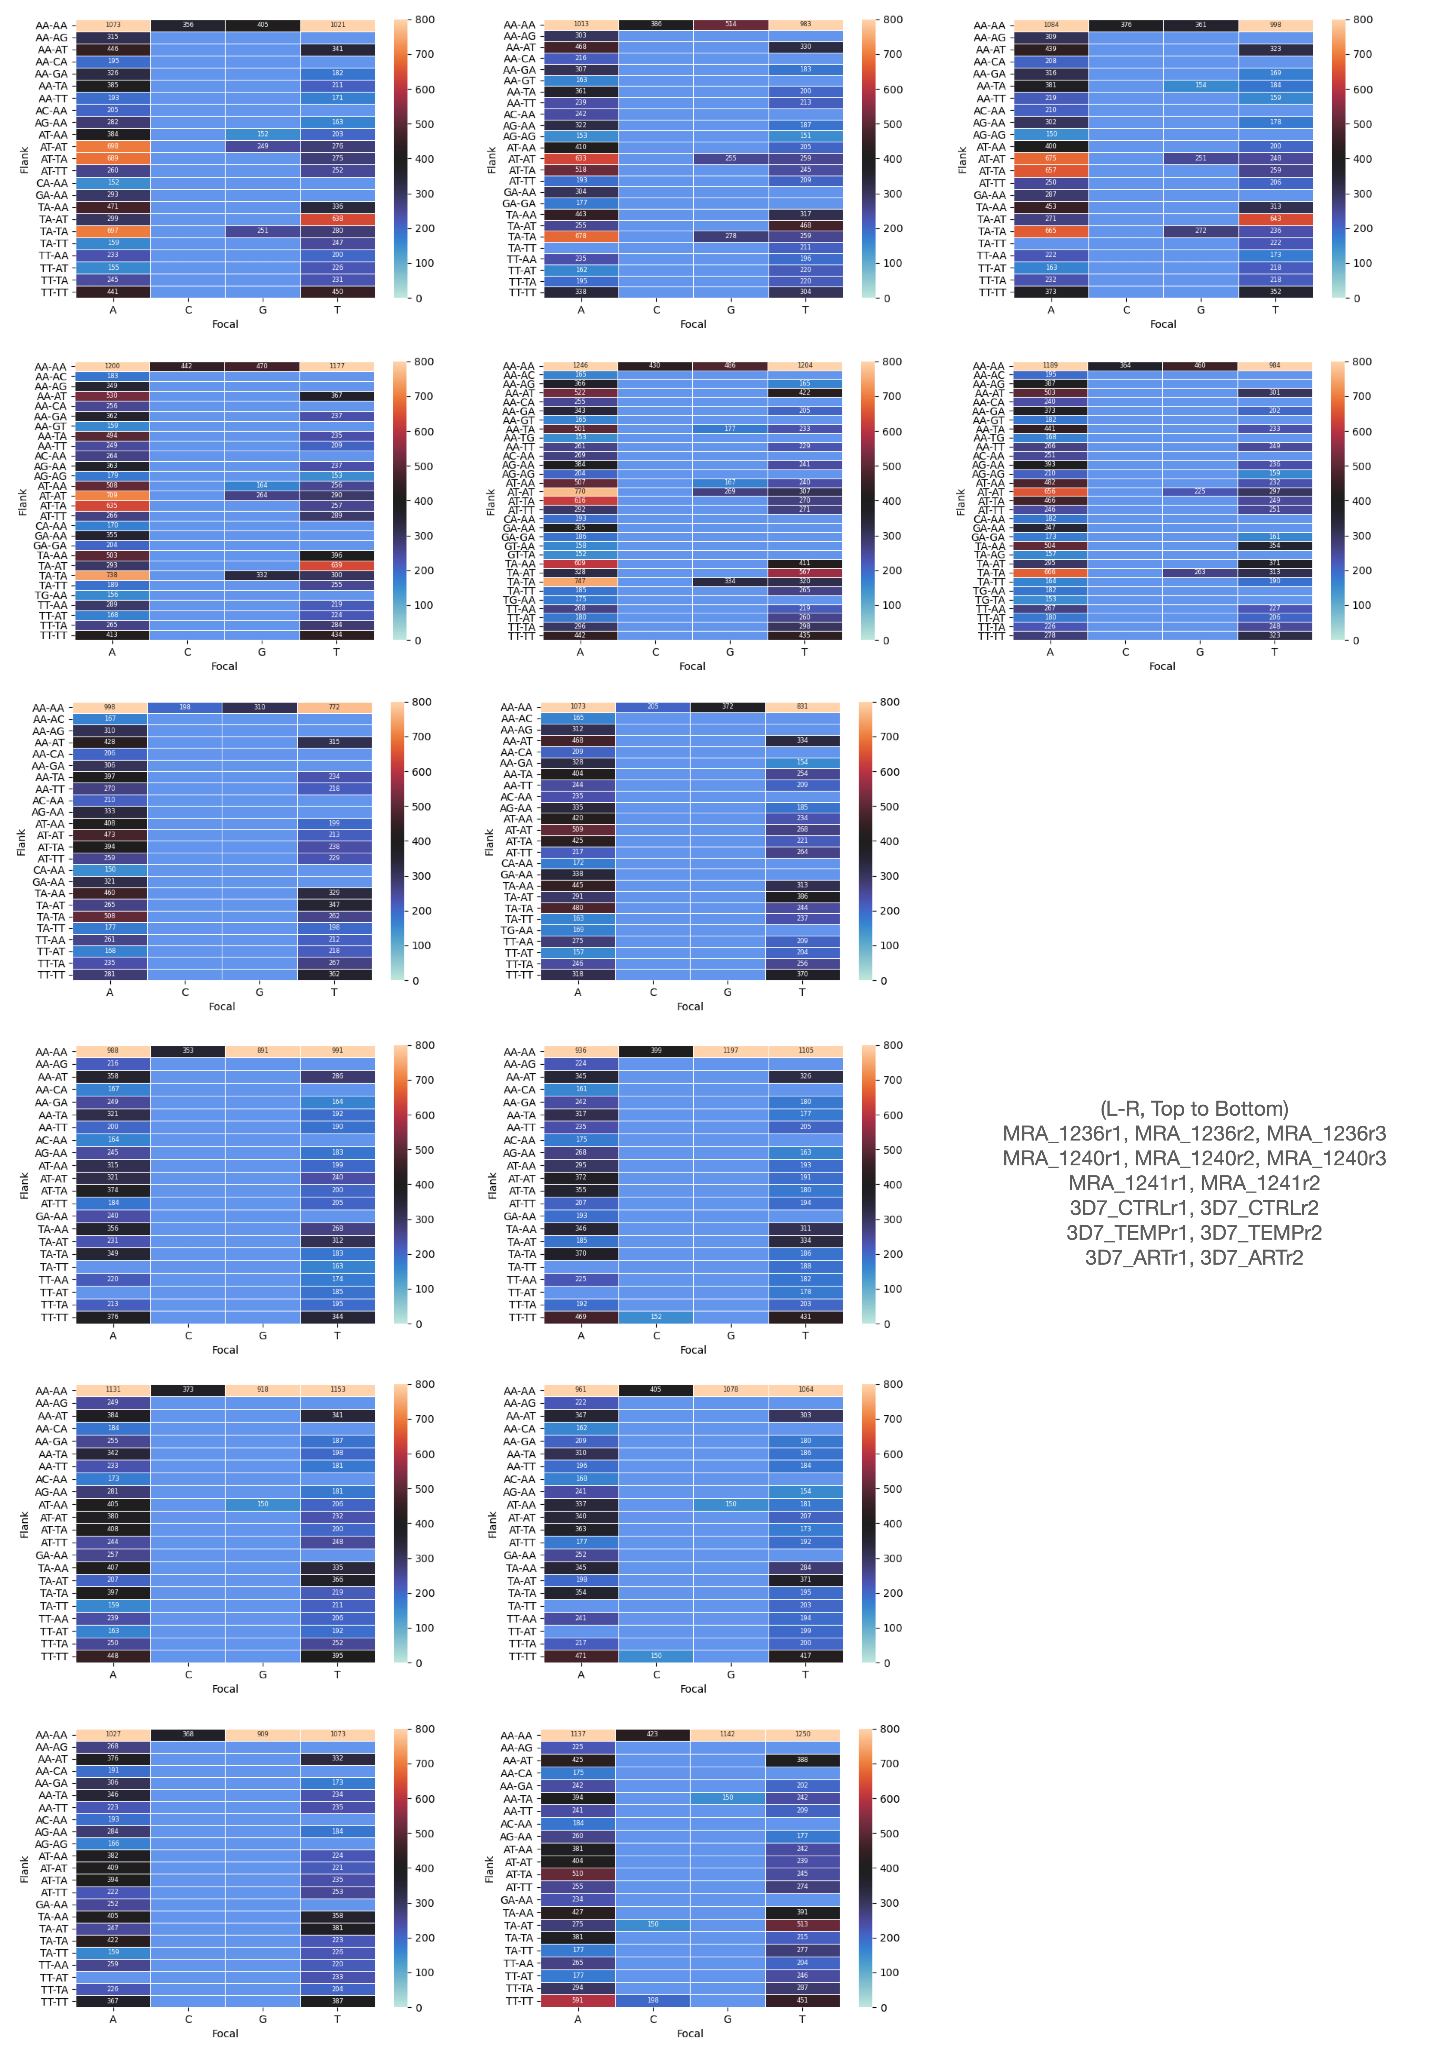

# Supplementary Figure S9

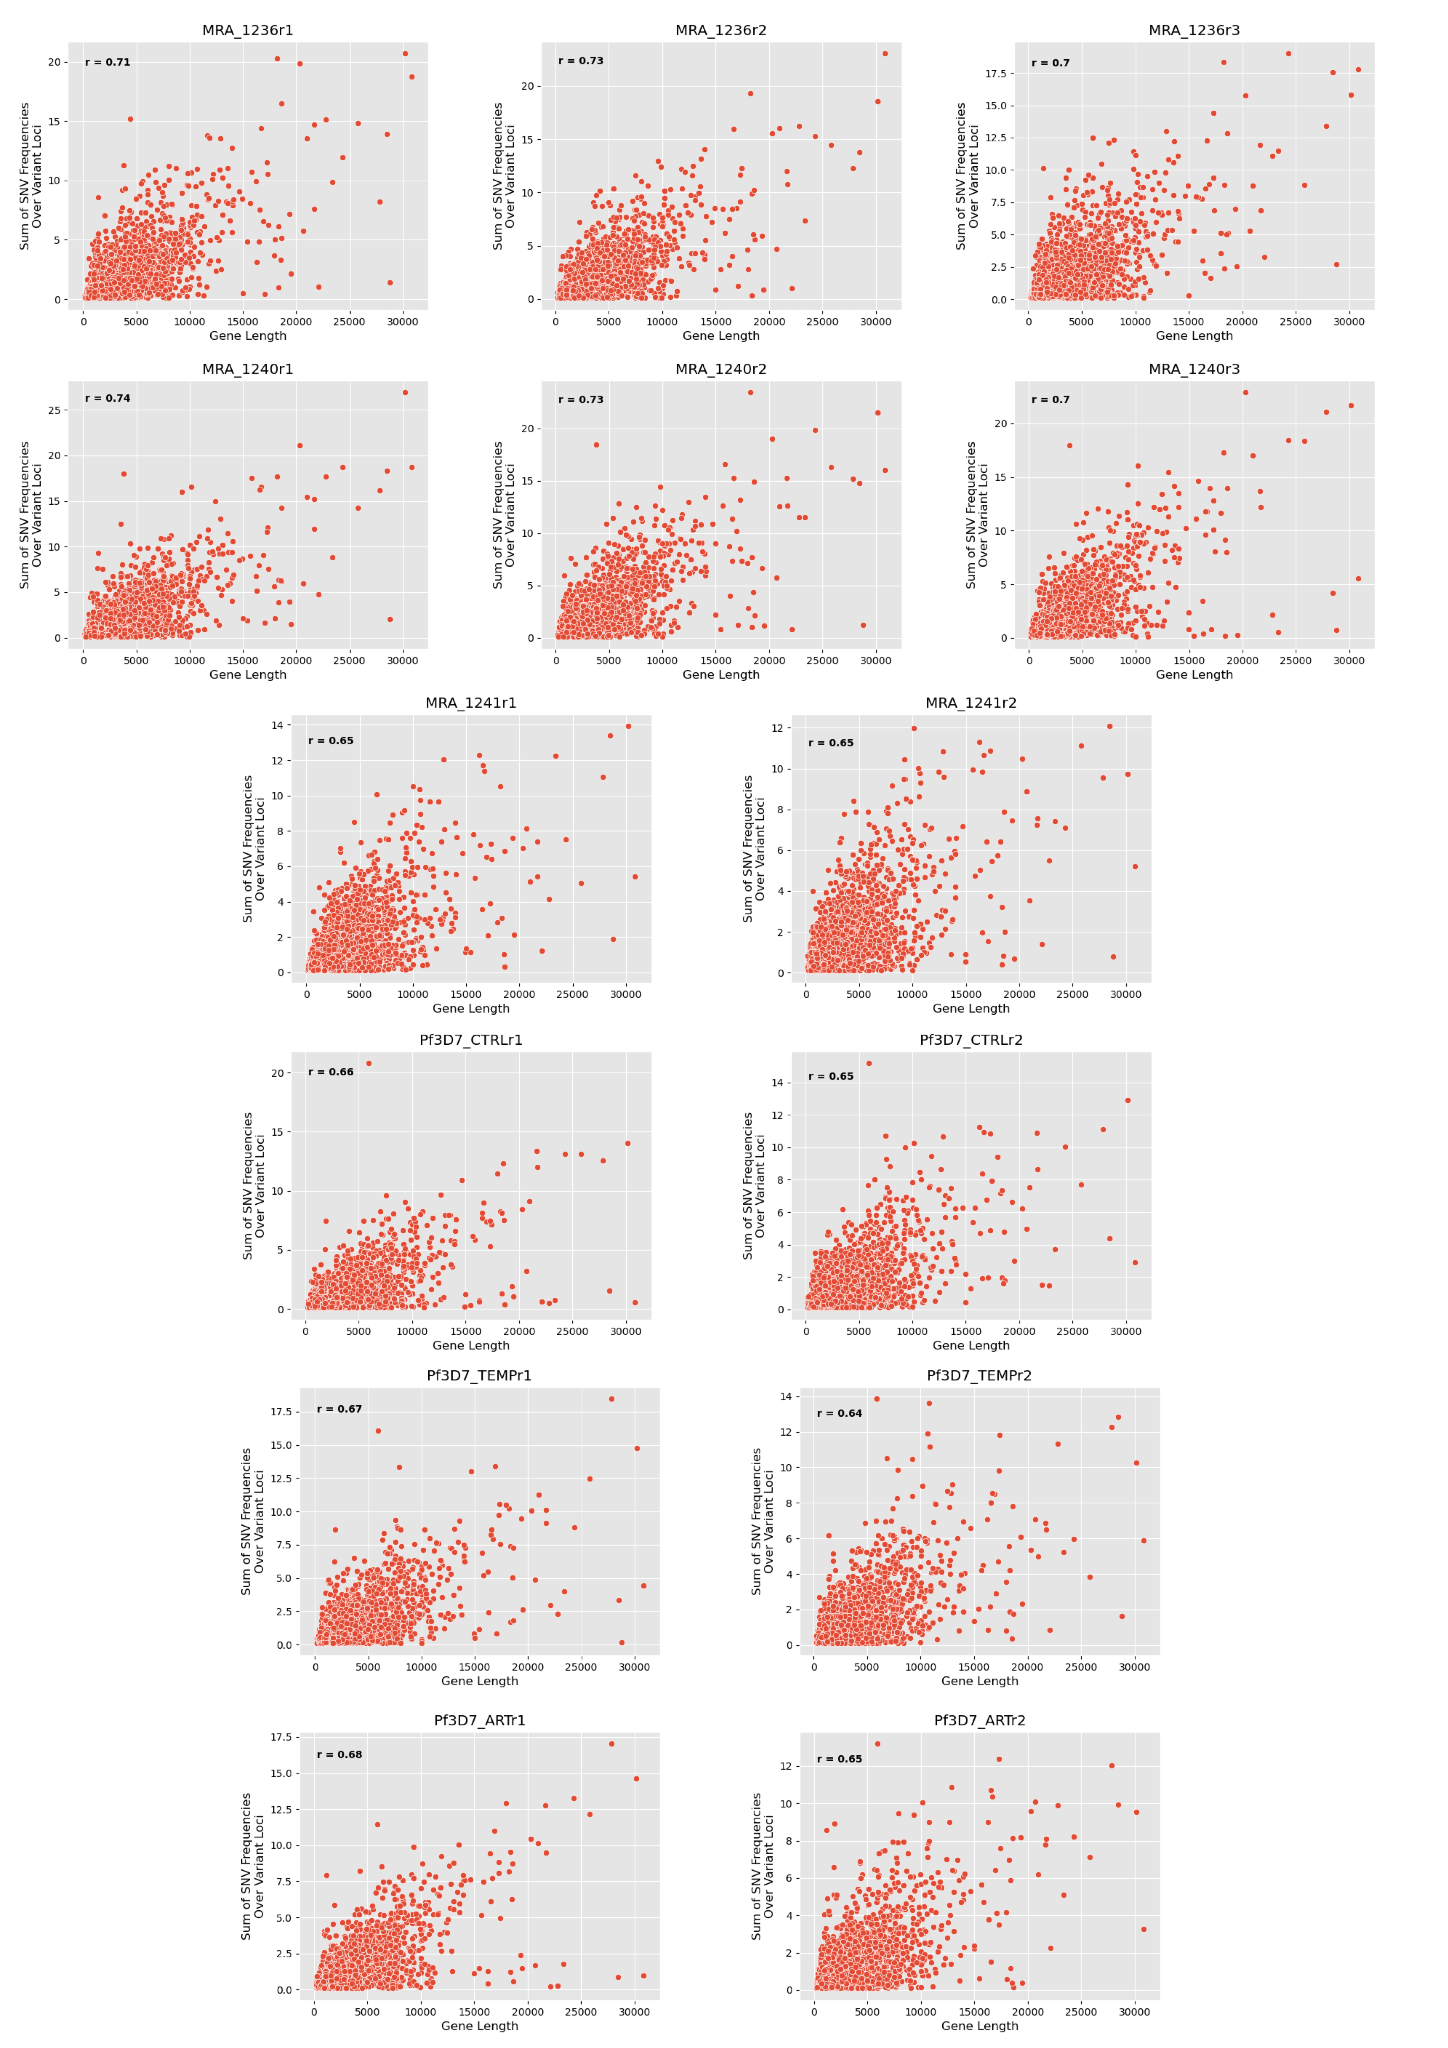

# Scripts for Analysis and Figure Generation

All custom scripts used for the analysis presented in this work, as well as those used to generate the figures included here, are deposited at <https://github.com/bruhad-dave/Contextualize-SNVs>.

# Command-Line

| *## quality control* $ trimgalore -q 25 --fastqc --paired R1.fq R2.fq  *## aligning RNAseq* $ STAR --runThreadN 6 \ --genomeDir path/to/genome/index/ \ --readFilesIn RNA_R1.trimmed.fq RNA_R2.trimmed.fq \ --outFileNamePrefix path/to/output/&/prefix \ --outSAMtype BAM SortedByCoordinate \ --outReadsUnmapped Fastx \ --outSAMunmapped Within \ --limitBAMsortRAM 2500000000 \ --twopassMode Basic  $ samtools index prefix.sorted.bam  *## aligning WGS* $ bwa mem -t 6 path/to/genome/BWA_index \ WGS_R1.trimmed.fq WGS_R2.trimmed.fq \ > WGS.sam $ samtools view -b WGS.sam > WGS.bam $ samtools sort WGS.bam > WGS.sorted.bam $ samtools index WGS.sorted.bam  *## SNV calling with REDItools2.0 - RNAseq data* $ python3 path/to/reditools.py -H \ -r path/to/reference/genome.fa \ -o path/to/output/RNAtable.res \ -f path/to/input/RNA_file.bam  *## SNV calling with REDItools2.0 - WGS data* $ python3 path/to/reditools.py -H \ -r path/to/reference/genome.fa \ -o path/to/output/DNAtable.res \ -f path/to/input/WGS_file.bam \ --dna \ -B path/to/RNAtable.res  *## merging DNAtable.res and RNAtable.res by locus* $ python3 path/to/Annotate_with_DNA.py \ -R path/to/reference/genome/fasta_index.fai \ -r RNA_table.res \ -d DNA_table.res \ > RNA_DNA_table.res  *## filtering RNA_DNA_table.res* $ bash `pwd`/Contextualize-SNVs/REDI_filter.sh \  -i path/to/RNA_DNA_table(s).res \ -o intended/output/path \ -r 5 \ -d 10 \ -f 0.1 \ -t 2  *## intended/output/path will now contain RNA_DNA_table-ann.filt.res, one file for each sample*  *## deduplicate RNAseq BAM files* $ samtools collate -o RNA.col.bam RNA.bam $ samtools fixmate -m RNA.col.bam RNA.col.fx.bam $ samtools sort -o RNA.col.fx.st.bam RNA.col.fx.bam $ samtools markdup -r RNA.col.fx.bam RNA.dedup.bam  *## SNV calling on deduplicated RNAseq data, only examining loci retained in RNA_DNA_table-ann.filt.res* $ python3 path/to/reditools.py -H \ -r path/to/reference/genome.fa \ -o path/to/output/dedup_RNAtable.res \ -f path/to/input/DEDUPLICATED_RNA_file.bam \ -B path/to/RNA_DNA_table-ann.filt.res  *## filtering dedup_RNAtable.res* $ bash `pwd`/Contextualize-SNVs/REDI_filter.sh -i path/to/dedup_RNAtable.res \ -o intended/output/path \ -r 5 \ -d 10 \ -f 0.1 \ -t 1  *## intended/output/path now contains dedup_RNAtable-filt.res*  *## preparing GTF file (P. falciparum v.41 from Ensembl)* $ grep ^"#" path/to/genes.gtf; grep -v ^"#" path/to/genes.gtf \| sort -t $'\t' -k1,1V -k4,4n -k5,5n) > genes.sorted.gtf.gz $ awk -F"\t" '$3=="exon"\|\|$3=="transcript"' genes.sorted.gtf > genes.sorted.trimmed.gtf  *## Annotating dedup_RNAtable-filt.res tables with Gene IDs* $ python3 path/to/AnnotateTable.py \  -a path/to/sorted.trimmed.gtf \ -i path/to/dedup_RNAtable-filt.res \ -o path/to/output/file.txt \ -u \ -c2  *## retrieving SRA data* $ fastq-dump --gzip --skip-technical --readids --dumpbase --split-files \ --clip SRA_Acc_Number(s) |
| --- |

| *## Dunnett's test (DescTools in R)* *## load rates for each sample as lists, eg.* *## >> Pfal_sample <- c(rate1, rate2)* >> DunnettTest(list(MRA_1236, MRA_1240, MRA_1241, CTRL, TEMP, ART), control = 4)  *## output:* $`4`  diff lwr.ci upr.ci pval  1-4 0.1747912 0.03601121 0.3135711 0.0161 *  2-4 0.4381935 0.29941354 0.5769735 1.7e-05 *** 3-4 0.1327675 -0.01925833 0.2847933 0.0878 .  5-4 0.0776855 -0.07434033 0.2297113 0.4151  6-4 0.1589990 0.00697317 0.3110248 0.0408 *   --- Signif. codes: 0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1  *## Chi-Squared Test for goodness-of-fit (in R)* *## read in long-form data of % base changes, eg.* *## >> base_changes <- read.csv("base_changes_Pct_long.txt", sep = "\t", header = TRUE)* >> chisq.test(base_changes$Percent)  *## output:* Chi-squared test **for** given probabilities  data: base_changes$Percent X-squared = 1521.3, df = 167, p-value < 2.2e-16 |
| --- |

How the deposited data were processed for this re-analysis (not part of the article)

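RNAseq data of *P. falciparum* were analysed in 14 libraries, 8 from the drug-resistant lines MRA_1236 (3 replicates), MRA_1240 (3) and MRA_1241 (2) and 6 from 3D7 (2 each of the control, heat-stressed and drug-stressed cultures). The libraries were taken as the units of the tests unless the means of groups are named, and libraries were grouped by the line and the treatment that their labels give.

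For each library, the authors trimmed the paired reads, aligned them with STAR to the 3D7 genome of Ensembl v41, called variants with REDItools, applied their filters on RNAseq and WGS data, removed duplicate reads and ran REDItools again at the positions kept. In the resulting tables, the counts of reads with each base and the RNA coverage, which is their sum, were made by the authors with REDItools from deduplicated reads and were not normalized. The frequency of variation is a fraction that the authors obtained with REDItools as variant reads over all reads at the position, rounded to 2 decimals. The tables also hold a quality score, the mean phred score of the bases at a position as REDItools reported it to the authors, which was not used. Salmon's estimated counts of reads per transcript were made by the authors without normalization between libraries, and the TPM values beside them were made by the authors with Salmon, scaled for transcript length and depth. The paper's text does not name the version or options of Salmon. Whether the reads were trimmed or deduplicated before Salmon is not named either.

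A position was kept as an SNV with an RNA coverage of at least 5 reads, a frequency of variation of at least 0.1 and at least 1 variant read. Rates are SNV positions divided by the genome length of Table S1. Shares of substitutions count a position once for each alternative base. Genes were taken from the RefSeq gene table of *P. falciparum* 3D7, by span and with introns included. The strand of a gene was read from the reference bases of SNVs in the first and last 3 bases of its span, which must form a start or a stop codon on either strand. Of 1036 such bases, 1 was not allowed by any of these codons. At shifts of up to 6 nt, between 33.8 and 52.5% were not allowed, so the spans run from start to stop codon. In 42 genes with at least 2 informative bases, 0 contradictions were found. The median length of the 605 genes of known strand was 1853 nt, against 1707 nt for protein-coding genes. The split of the log2 ratio into a part tied to the transcript and a part tied to the genome was tested on simulated data, where 0.61 was recovered from a simulated 0.6 and 0.20 from a simulated 0.2.

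Differences between the 8 MRA and 6 3D7 libraries were tested with exact permutation tests over the 3003 splits of the libraries, and differences between 6 groups with a permutation test of F. The part of a log2 ratio tied to the transcript was tested by exact sign-flip permutation over the 6 group means, with 64 patterns. Sign-flip tests treat the groups as independent, although the 3D7 cultures are of the same line and all groups share the same genes. Correlations with depth were tested by permuting the pairings within MRA and within 3D7 libraries. All tests were two-sided, and p was adjusted by the Benjamini-Hochberg method over the 12 substitution types, the 4 relations to depth, the 6 pairs of complementary changes, the 12 comparisons of 4 of these pairs in 3 classes of variant reads, and the transcripts. The p of the other comparisons (rates, numbers of genes, coverage, shares of read classes, groups against the control and sign-flip tests) is not adjusted. As an added alternative, MRA and 3D7 were compared over the means of the 6 groups, where an exact permutation p cannot be below 0.1. No p is given across genes or across SNVs, which are not replicates.

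Expression under heat and drug stress was tested with the quasi-likelihood test of edgeR in the 6 3D7 libraries, on estimated reads rounded to whole numbers, with TMM normalization, the filterByExpr function and an adjusted p under 0.05. DESeq2 was used as an alternative. Of 200 transcripts simulated with a 4-fold change at the depth and spread of these libraries, 40.5% were recovered under each stress. The changed transcripts were drawn only from the better expressed ones, so this recovery does not cover all the transcripts tested.

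The genes named were the 3 with the largest mean sum of SNV frequencies among genes with an SNV in all libraries, a rule set before the data were examined. A list of 11 chaperone genes was set in the same way as a check of the heat treatment, but none of them matches a transcript ID of the Salmon tables, and it gave no value. For each stress, the 3 largest rises and falls past the threshold of the edgeR test were to be named, and there were none.

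The alternatives concerned the minimum RNA coverage (10 reads), the minimum frequency (0.2), the number of variant reads (at least 2 or 3), positions called in more than 1 line, the denominator of the rate, the measure of overlap and of correlation, the tool, normalization and filter of the expression test, a replicate block, the pairing of libraries by replicate number, and each library left out in turn. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used. The WGS data, AT content, predicted effects of SNVs, flanking bases and the other species were not analysed here, since the genome sequence and coding sequences were not used.

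Sequencing depth limits the precision of each value. The 3D7 libraries had 11005300 to 27623900 aligned reads and the MRA libraries 2384690 to 7005700, yet the median coverage at SNV positions was 8 to 11 reads. At a coverage of up to 10 reads, 1 variant read passes the minimum frequency. Counts of reads are not counts of molecules, because both mates of a pair can cover a base.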

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

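The comparisons of MRA and 3D7 libraries by gene strand for changes other than A-to-G and T-to-C, the tests over the means of the 6 groups, and the test of read length and depth as their explanation, were chosen only after the result was seen.

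In genes of known strand, the part of a log2 ratio that is tied to the strand of the transcript was compared between MRA and 3D7 libraries for 6 pairs of complementary changes. For A-to-T against T-to-A, the difference was 0.30 (0.27 in MRA, above 0 in 8 of 8 libraries, and -0.03 in 3D7, above 0 in 2 of 6 libraries). For G-to-A against C-to-T, it was -0.79 (0.82 in MRA and 1.61 in 3D7, above 0 in 8 of 8 and 6 of 6 libraries). For C-to-A against G-to-T, it was -0.91 (0.18 in MRA and 1.09 in 3D7, above 0 in 7 of 8 and 6 of 6 libraries). Each of these had the smallest p that an exact permutation test of 8 libraries against 6 allows, 0.000333, or 0.000666 after adjustment over the 6 pairs. For C-to-G against G-to-C, the difference was 0.68 (-0.19 in MRA, above 0 in 4 of 8 libraries, and -0.87 in 3D7, above 0 in 0 of 6 libraries, exact permutation p = 0.0107, adjusted p = 0.0160), but it rests on 36 to 93 such SNVs per library. The differences for A-to-G against T-to-C and for A-to-C against T-to-G were 0.03 and 0.11 (exact permutation p = 0.628 and 0.490). With the means of the 6 groups as units, the exact permutation p was 0.1, the smallest possible, for A-to-T, G-to-A and C-to-A and 0.2 for C-to-G.

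A different mix of SNVs with 1, 2 and at least 3 variant reads in MRA and 3D7 libraries was tested as an explanation. The test set beforehand named SNVs with 1 variant read, among which the differences for G-to-A, A-to-T and C-to-A were -0.37, 0.06 and -0.12 (exact permutation, p adjusted over 12 comparisons = 0.0508, 0.460 and 0.495), so that none passed the threshold. Among SNVs with 2 variant reads, they were -0.74, 0.23 and -0.94 in the same order (exact permutation, adjusted p = 0.00133, 0.00733 and 0.00240), and with at least 3 reads -1.51, 1.39 and -1.60 (exact permutation, adjusted p = 0.00200, 0.00133 and 0.00133). The mix cannot be told apart from a difference within each class, because 2 reads can be mates of a single fragment and a class need not hold the same kind of molecules in MRA and 3D7 libraries. Read length and depth split the libraries exactly as the lines do, and a library effect and a difference between parasite lines cannot be told apart for the value of -0.79. The drug resistance of the MRA lines remains an untested biological explanation.

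A single library lay far from the others in its group. The part of the log2 ratio of A-to-G to T-to-C that is tied to the plus strand of the genome was 0.17 in MRA_1241 replicate 2 and -0.01 ± 0.030 (SD) in the other 7 MRA libraries. The gap was 2.75 times its counting standard error, which combines that of this library with that of the mean of the others, above the limit of 2 that was set for counting error. However, the library was picked as the most extreme of its group, and among the 24 groups examined (12 quantities in MRA and in 3D7 libraries), it was the only one beyond Dixon's limit, where chance gives about 1 in 20 groups. Counting error therefore cannot be told apart from a property of the library, and no biological explanation was tested.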

How the results depend on the processing

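The transcript orientation, the coverage of 5 to 10 reads only, the gene body over all genes, the minimum of 3 variant reads for gene length, the means of the 6 groups and the pairs of the same replicate number were chosen only after the data were seen, and the other settings were set before the data were examined. Of 154 values under alternatives other than leaving out a library, 105 kept their direction and their side of the threshold or moved by less than the spread between replicates. Of these 105, 39 are comparisons with the control, in which the exact permutation test used here cannot pass the threshold with so few libraries, and 3 others come from the setting without organelle sequences, which removed no position. Both kinds say nothing about stability, and 63 remain. Another 5 were weaker, 4 reversed and 40 moved. The part of A-to-G against T-to-C tied to the transcript stayed between 0.57 and 0.92 under 5 alternatives (exact sign-flip permutation p = 0.03125 in each). The F statistic of the rate over 6 groups stayed between 7.55 and 151, and the rates of MRA_1236, MRA_1240, 3D7_TEMP and 3D7_ART stayed above the control under 8 alternatives, with differences of 0.0545 to 0.441, 0.0884 to 0.840, 0.0127 to 0.111 and 0.00841 to 0.161. No alternative brought a relation of SNV number to depth past the threshold.

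The difference in rate between MRA and 3D7 libraries was 0.0484 with at least 3 variant reads (exact permutation p = 0.197), 0.0826 with positions called in more than 1 line left out (exact permutation p = 0.186), 0.170 over the means of the 6 groups (exact permutation p = 0.2), and reversed to -0.156 at coverage of 5 to 10 reads. Under the other settings it was at most 0.480, with an exact permutation p of 0.0260 or lower. MRA_1241 fell below the control only with at least 3 variant reads (-0.0686). The difference in the A-to-G share was 0.489 points in transcript orientation (exact permutation, adjusted p = 0.687), 1.97 over the means of the 6 groups (exact permutation, adjusted p = 0.171) and 2.18 to 9.29 points under the other alternatives (exact permutation, adjusted p from 0.0004 to 0.0133). The part of A-to-G against T-to-C tied to the genome, about 0, changed sign to 0.026 with a minimum frequency of 0.2 and to 0.010 with positions called in more than 1 line left out. It moved most with at least 3 variant reads, to -0.120 (exact sign-flip permutation p = 0.0938). The cause was not tested for any of these changes.

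With a minimum RNA coverage of 10 reads, the rate was 0.726 per kb, the chi-squared statistic 1334, the distance under heat 2.63 points, the overlap of replicates 14.3%, r with gene length 0.575 and the share of SNVs with 1 variant read 10.2%. A minimum frequency of 0.2 gave a rate of 0.469, a statistic of 1210, an A-to-G and T-to-C share of 44.3%, distances of 2.87 points under heat and 3.83 under the drug, an overlap of 15.9% and a share with 1 variant read of 25.9%. With at least 2 variant reads, the rate was 0.884, the distances 2.94 and 3.61 points, the overlap 14.5%, r 0.606 and the last 10 bins of the gene body 11.6%. At least 3 variant reads gave a rate of 0.186, a statistic of 765, an A-to-G and T-to-C share of 22.7%, an overlap of 56.4% and r of 0.227. Without positions called in more than 1 line, these were 1.31, 1614 and 51.7% for rate, statistic and share, and 42.9% for SNVs with 1 variant read. The rate in gene spans was 2.07, the overlap as a percentage of the union 5.57%, Spearman's rho 0.587 and r with the number of SNVs 0.701. Transcript orientation gave a statistic of 1634 and distances of 3.80 and 4.31 points. Pairs of the same replicate number gave 0.840 and 1.45 points, and the last 10 bins over all genes held 9.73%. Settings that drop SNVs lower the rate by construction, and the share with 1 variant read falls with the minimum coverage and frequency in the same way. For the rest, the cause was not tested.

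Leaving out 1 library at a time kept 158 of 176 values, but 70 of them are comparisons with the control in which this exact permutation test cannot pass the threshold, which leaves 88. The A-to-G share difference ranged from 1.39 to 1.98 points, and its adjusted exact permutation p from 0.0297 to 0.105, above 0.05 in 12 of 14 cases. The exceptions were MRA_1236 replicate 1 (1.98 points without it) and MRA_1236 replicate 3 (1.91 without it). The difference was 1.85 and 1.65 without replicate 1 and 2 of 3D7_CTRL, 1.84 and 1.60 of 3D7_TEMP, 1.89 and 1.53 of 3D7_ART and 1.44 and 1.39 of MRA_1241. It was 1.89 without MRA_1236 replicate 2 and 1.88, 1.77 and 1.57 without replicate 1, 2 and 3 of MRA_1240. The part tied to the genome ranged from -0.014 to 0.013 and changed sign without MRA_1236 replicate 2, MRA_1240 replicate 1, MRA_1241 replicate 1 or replicate 1 of any 3D7 culture. The difference of 3D7_TEMP from the control was 0.00850 without 3D7_TEMP replicate 1 and 0.147 without 3D7_TEMP replicate 2. Over the MRA libraries, r of SNV number with aligned reads was -0.514 without MRA_1240 replicate 1 and -0.0602 without MRA_1240 replicate 3, and r with the percentage aligned was -0.171 without the latter. The MRA and 3D7 rate difference stayed between 0.152 and 0.204.

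In the expression tests, edgeR gave 0 transcripts under heat and 0 under the drug (199 and 8 at an unadjusted p under 0.05), and DESeq2 gave 5 under heat and 0 under the drug (321 and 9 at an unadjusted p under 0.05). With the replicate number as a replicate block, edgeR still gave 0 and 0, with 667 and 27 transcripts at an unadjusted p under 0.05. The labels do not say that replicates with the same number were grown or sequenced together. Without 1 library, where the lone library of a group is assumed to vary like the other groups, edgeR gave 0 in every case. The number under heat at an unadjusted p under 0.05 was 41 without 3D7_CTRL replicate 2, 1347 without 3D7_TEMP replicate 1 and 78 without 3D7_TEMP replicate 2. For the drug it was 26 without 3D7_CTRL replicate 1, 20 and 14 without replicates 1 and 2 of 3D7_TEMP, and 17 without 3D7_ART replicate 1.

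Depth limits what single positions can show, since coverage of 5 to 10 reads accounts for 51.7% of SNVs in MRA and 69.9% in 3D7 libraries, where a single variant read passes the minimum frequency. The alternatives that need the genome sequence were not run, namely positions in or next to runs of identical bases and expected shares by base composition. The relations to AT content and TPM, missense changes, flanking bases and the poly-A against poly-T context were not analysed either. Leaving out libraries was not run for depth in the 3D7 libraries, where 5 would remain.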

Differences from the paper's values

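Of 58 values compared with the paper's, 3 differ by the rules given here. For r with gene length, which is among them, this holds for the value in the Results and not for the range in the abstract. Many of the 58 values, such as SNV positions, rates and shares, were counted from the authors' own filtered calls, so their agreement is not independent. To differ, a share or a count must lie beyond the spread between replicates. It must also be more than 1.5 times the paper's value or less than that value divided by 1.5. A rate is judged by this factor alone and a correlation by the spread alone. The shares of A-to-G, T-to-C and G-to-A as the files give the bases lie beyond the spread from those of Table S6, but by less than this factor. The overlap of replicates was highest at 15.2% of the smaller list, between replicates 1 and 3 of MRA_1236, where the paper's value is no more than about 10%. Of the settings set before the data were examined, the overlap as a percentage of the union, at most 8.05%, does not differ from the paper's value. A minimum RNA coverage of 10 reads (19.0%), a minimum frequency of 0.2 (23.4%), at least 2 variant reads (18.9%) and at least 3 variant reads (63.4%) differ from it. Positions present in all replicates of a group were at most 10.5% of the smallest list, which does not differ, but this measure was chosen after the values were seen.

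The share of C-to-T was 6.25% as the files give the bases, and the mean of the paper's Table S6 is 3.98%. Leaving out positions called in more than 1 line (5.56%), set before the data were examined, does not differ from the paper's value by the rule used here. The shares with a minimum RNA coverage of 10 reads (7.16%), a minimum frequency of 0.2 (7.43%), at least 2 variant reads (7.20%) and at least 3 variant reads (14.3%) differ. In the orientation of the transcript, in genes of known strand, the share was 3.89%, an orientation chosen after the values were seen.

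Pearson's r between the sum of SNV frequencies and gene length was 0.680, and the value in the paper's Results is 0.7. The paper's abstract gives a range for the correlation of SNV rates with gene length, and 0.680 lies inside it. The difference from 0.7 exceeds the spread between replicates of a group, although r rounded to this single decimal is the same. With all annotated genes, taken as 0 where there is no SNV, r was 0.683, which does not differ. Settings set before the data were examined that differ from 0.7 are a minimum RNA coverage of 10 reads (0.575) and at least 2 variant reads (0.606). Leaving out positions called in more than 1 line (0.679, inside the abstract's range) and Spearman's rho (0.587) differ from 0.7 as well. So does r with at least 3 variant reads (0.227), chosen after the data were seen. With the number of SNV positions, r was 0.701 and does not differ.

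The paper puts A-to-G ahead of T-to-C. As the files give the bases, A-to-G was higher in 5 of 14 libraries, with mean shares of 24.4 and 24.5%. In the orientation of the transcript, chosen after the values were seen, A-to-G was higher in 14 of 14 libraries, with 30.5 and 20.2%.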

Other observations

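The tests of base composition for the A-to-G excess and of an exchange in Table S2, and the split of the recurrence of positions by number of variant reads, were chosen only after the result was seen.

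The part of the log2 ratio of A-to-G to T-to-C that follows the strand of the gene was 0.59 in the mean over 6 groups. An effect of alignment or base calling tied to the plus strand of the genome is argued against, since the part tied to that strand was at most 0.088 in any group. A larger number of A than T in the transcribed sequence is not excluded as a cause. It would raise A-to-T over T-to-A as much only if both were equally frequent per base, which was not analysed. The part for A-to-T also varied with the number of variant reads, from 0.39 (MRA, 2 reads) to -1.55 (3D7, at least 3 reads). The part for A-to-G exceeded that for A-to-T by 0.47 (0.30 to 0.68, above 0 in 6 of 6 groups, exact sign-flip permutation p = 0.03125, the smallest possible). It exceeded that for A-to-C by 0.48 with the same exact p. A change tied to the RNA is a candidate explanation for the value of 0.59. Errors of reverse transcription would follow the strand of the transcript in the same way as errors of transcription or editing, and no test here separates them.

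A transcription error or edit that recurs at a site in several molecules would be seen in at least 2 deduplicated reads where coverage is high enough. Of the SNV positions, 55.8% had a single variant read in 3D7 libraries and 30.4% in MRA libraries. A recurrent change cannot be told apart from single events in either. At a coverage of up to 10 reads, a change in a small part of the molecules mostly shows 1 variant read, the minimum frequency decides which counts are kept, and the files do not show which reads are mates. Positions with a single variant read were called in another replicate in 2.38% of cases in 3D7 and 3.64% in MRA libraries. How many of these positions were covered in the other replicate is not in the files.

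The lower share of single-read SNVs in MRA libraries may come from overlapping mates that count 1 fragment as 2 reads. At coverage where 1 variant read passes the minimum frequency, the number of SNVs with 2 variant reads exceeded the geometric mean of the numbers with 1 and 3 by a factor of 4.43 in MRA and 1.82 in 3D7 libraries (difference 2.61, exact permutation p = 0.00133). For 4 variant reads against 3 and 5, the factors were 1.28 and 0.983 (exact permutation p = 0.00533). Positions with 2 variant reads recurred about as rarely as those with 1, in 3.13% against 3.26% of cases, and not in 57.6% as those with at least 3. The order differed by line, with 4.02% for 2 reads against 2.38% for 1 in 3D7 libraries and 2.75% against 3.64% in MRA libraries. Their shares of substitutions lay closer to those of single-read SNVs than to those with at least 3 reads in 14 of 14 libraries (3.73 to 7.87 points against 20.4 to 43.3 points). SNVs with 1 and 2 variant reads may thus arise in the same way.

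Replicates shared 69.3 times (SD 22.0, 10 pairs) as many positions as lists drawn at random over the genome would. Lists drawn at random from the positions called in any library would give a ratio of 55.4. These positions come from the same lists and do not set a chance level. For SNVs with at least 3 variant reads the ratio to lists drawn over the genome was 2657, which argues against random errors as the source of these SNVs. For SNVs with 1 variant read it was 26.0, where random errors cannot be told apart from recurrence, because SNVs can only be called in covered sequence. Variants fixed in the culture of a line would be shared by its replicates at a frequency near 1. Replicates did share more positions than different lines. SNVs with at least 3 variant reads that were shared by replicates and seen in 1 line had a median frequency of 0.27. Of them, 6.86% had a frequency of at least 0.9, so most of the positions left were not near 1. However, positions with an SNP in the WGS data had been removed beforehand. A low share near 1 was thus favoured by the filter, and these values cannot test fixed variants as a source. Variants carried by a part of the culture were not tested.

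The rate was higher in MRA than in 3D7 libraries by 0.184 per kb. Read length and depth differ between these libraries in the same way as the lines do, and a library effect and a difference between lines cannot be told apart.

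Among SNVs with at least 3 variant reads inside gene spans, changes to A in transcript orientation made up 63.6% in 3D7 and 35.2% in MRA libraries. Reads that run into the poly(A) tail would put such changes after the stop codon rather than inside the span. The share within 1000 nt after the stop codon was higher by 1.23 points than inside the span in the mean (-7.32 to 17.9, above 0 in 3 of 6 groups, exact sign-flip permutation p = 0.812). Compared with the 1000 nt before the start codon, it was higher by 13.8 points (6 of 6 groups, exact sign-flip permutation p = 0.03125), while changes to T were lower there (-17.5 points, 0 of 6 groups above 0, same exact p). Over all SNVs, changes to A after the stop codon exceeded those inside the span by 8.02 points and those before the start codon by 6.26 points (6 of 6 groups and the same exact p in both). Changes to T exceeded those inside the span as well, by 6.71 points over all SNVs and 19.5 with at least 3 variant reads (6 of 6 groups and the same exact p in both), but over all SNVs they were lower than before the start codon (-3.58 points, 0 of 6 groups above 0). The tail cannot be told apart from other sources of changes to A, because the groups go both ways in the comparison with the span. No biological explanation was tested.

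The number of genes with SNVs was 1.035 to 1.042 times that of Table S2 in MRA libraries, but 0.991 and 1.02 in 3D7_CTRL and 1.09 and 1.10 in 3D7_TEMP. If the entries of these cultures were exchanged in Table S2, the ratios would be 1.04, 1.05, 1.04 and 1.07. As 1.07 lies outside the range of MRA libraries and 3D7_ART had 1.055 and 1.03 with no exchange, an exchange cannot be told apart from the difference in gene annotation.

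Expression was compared between stressed and control 3D7 cultures, which the paper does not report. In edgeR, 0 of 5124 transcripts passed the threshold under heat and 0 under the drug, with 199 and 8 at an unadjusted p under 0.05, and DESeq2 called 5 and 0. The 5 transcripts, 4 with log2 fold changes of 2.84 to 3.42 and 1 with -2.51 under heat, were chosen by this count after their values were seen and have no gene symbol in the tables. The biological coefficient of variation was 0.457. The log2 fold changes of the stresses correlated with r of 0.639, where simulated libraries without any change, which share the control in the same way, gave 0.503 in the mean of 20 draws. The deviations of replicates from their group correlated between cultures with r of 0.528 (control and heat), 0.711 (control and drug) and 0.683 (heat and drug).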
